# The Eμ-Ret mouse is a novel model of hyperdiploid B-cell acute lymphoblastic leukemia

**DOI:** 10.1038/s41375-024-02221-x

**Published:** 2024-03-22

**Authors:** Ali Farrokhi, Tanmaya Atre, Jenna Rever, Mario Fidanza, Wendy Duey, Samuel Salitra, Junia Myung, Meiyun Guo, Sumin Jo, Anuli Uzozie, Fatemeh Baharvand, Nina Rolf, Franziska Auer, Julia Hauer, Stephan A. Grupp, Patrice Eydoux, Philipp F. Lange, Alix E. Seif, Christopher A. Maxwell, Gregor S. D. Reid

**Keywords:** Cancer models, Preclinical research, Oncogenesis, Acute lymphocytic leukaemia

## Abstract

The presence of supernumerary chromosomes is the only abnormality shared by all patients diagnosed with high-hyperdiploid B cell acute lymphoblastic leukemia (HD-ALL). Despite being the most frequently diagnosed pediatric leukemia, the lack of clonal molecular lesions and complete absence of appropriate experimental models have impeded the elucidation of HD-ALL leukemogenesis. Here, we report that for 23 leukemia samples isolated from moribund Eμ-Ret mice, all were characterized by non-random chromosomal gains, involving combinations of trisomy 9, 12, 14, 15, and 17. With a median gain of three chromosomes, leukemia emerged after a prolonged latency from a preleukemic B cell precursor cell population displaying more diverse aneuploidy. Transition from preleukemia to overt disease in Eμ-Ret mice is associated with acquisition of heterogeneous genomic abnormalities affecting the expression of genes implicated in pediatric B-ALL. The development of abnormal centrosomes in parallel with aneuploidy renders both preleukemic and leukemic cells sensitive to inhibitors of centrosome clustering, enabling targeted in vivo depletion of leukemia-propagating cells. This study reveals the Eμ-Ret mouse to be a novel tool for investigating HD-ALL leukemogenesis, including supervision and selection of preleukemic aneuploid clones by the immune system and identification of vulnerabilities that could be targeted to prevent relapse.

## Introduction

Almost one third of children diagnosed with B cell acute lymphoblastic leukemia (B-ALL) present with the high-hyperdiploid sub-type (HD-ALL), making it the largest contributor to the unique incidence peak of B-ALL at 3–5 years of age [1, 2]. HD-ALL is characterized by non-random chromosomal gains, with combinations of chromosomes X, 4, 6, 10, 14, 17, 18, and 21, mostly in the form of trisomies, accounting for 75% of the changes [3, 4]. Chromosomal content is associated with prognosis and the pattern of gains and losses is increasingly used for risk stratification [5, 6]. In contrast to other aneuploid malignancies, the abnormal karyotype is relatively stable through HD-ALL progression. However, sub-clonal heterogeneity in chromosome number and the presence of markers of chromosomal instability (CIN) have been observed in patient samples, suggesting mitotic defects may contribute to clonal evolution during disease progression [7–11].

Current evidence supports that pediatric HD-ALL aneuploidy is seeded by a single aberrant mitotic event that in most cases occurs in utero [12–15]. The observation that aneuploidy usually precedes the acquisition of potential driver mutations indicates that the gain of chromosomes is likely the initiating event in HD-ALL leukemogenesis [4, 16]. Studies of twins revealed that leukemia onset is associated with the independent acquisition of a second genetic event within a shared aneuploid preleukemic cell population [15, 17, 18]. The contribution of an expanded preleukemic population to HD-ALL progression is also detected later in disease: relapse clones are characterized by an increased number of structural chromosomal abnormalities (including sub-chromosomal duplications and microdeletions) and uniparental isodisomies compared to those at diagnosis [19, 20]. In the majority of patients, the pattern of genomic variants indicates that the dominant clones present at diagnosis and relapse evolved independently from a common ancestral clone [19].

Aneuploidy is the only genetic anomaly common to all HD-ALL patients [3]. Mutation burden is low in HD-ALL, but variants affecting RAS-signaling and histone-modifier genes have been identified as potential contributors to leukemia progression [4, 16, 19, 21–24]. However, these mutations are mostly sub-clonal and are absent in almost half of all cases. Due to the lack of experimental models, investigation of HD-ALL leukemogenesis has been limited to the study of fully transformed leukemia cells and retrospective detection of specific characteristics (e.g. particular trisomies or IgH rearrangements) during the preleukemic phase of disease. As a result, in comparison to other ALL subtypes with defined molecular drivers, the leukemogenesis process of HD-ALL is less well understood and specific, broadly applicable targeting strategies remain to be identified [3, 25]. Here, we report that the Eμ-Ret transgenic mouse is a model of hyperdiploid B cell precursor (BCP) ALL with notable similarities to clinical disease [26–28]. Further, we demonstrate that both preleukemic and leukemic BCP cells are sensitive to the inhibition of pathways involved in the handling of centrosome amplification (CA), revealing a potential strategy to deplete the residual clones that drive HD-ALL relapse.

## Materials and methods

### Mice

BALB/c and NOD-scid/IL2Rγ null (NSG) mice were obtained from Jackson Laboratory (Bar Harbor, ME). Eμ-Ret mice were maintained as transgene hemizygotes on a BALB/c background by in-house breeding [27]. Both male and female mice were used in all experiments. Overt hematologic disease was defined as a white blood cell count (WBC) of >20,000/μl or the presence of palpable lymph nodes. For leukemia-initiating studies, sorted preleukemia cells (1–3 × 10^5^) were injected intravenously into NSG mice. All longitudinal disease progression monitoring was achieved by flow cytometric analysis of peripheral blood. Mice were euthanized prior to or at detection of leukemic end-points and evaluated by flow cytometry for preleukemic or leukemic BCP cell burden in the indicated organs by flow cytometry. Where indicated, adult (5–7 weeks old) Eμ-Ret mice were treated with four 30 mg/kg doses of AZ82 or vehicle (5% DMSO in saline) by intraperitoneal (i.p.) injection over an eight-day period and then euthanized 24–48 h after the last injection. Bone marrow and spleen were analyzed by flow cytometry for the presence of BCP cell subsets. Cell counts were quantified using CountBright beads (ThermoFisher, Waltham, MA). All experiments were conducted in accordance with a University of British Columbia Animal Care Committee-approved protocol (A19-0197).

### Flow cytometry

Splenocytes and bone marrow cells were stained with combinations of the following fluorochrome-conjugated antibodies for B220 (RA3-6B2), BP-1 (6C3), CD24 (M1/69), IgM (RMM-1), CD117 (ACK2), CD25 (PC61), and CD19 (6D5) (BioLegend, San Diego, CA), and CD43 (S7) (BD Biosciences, San Jose, CA). 7AAD was included for viability assessment. Flow data were acquired on Accuri C6, LSRII, or Fortessa cytometers (BD Biosciences) and analyzed using FlowJo software v10.8 (BD Bioscience) using established gating strategies (Supplemental Fig. S1). Flow cytometric sorting of preleukemic BCP cells, based on their characteristic B220^int^/CD43^int^/BP-1^hi^ phenotype, routinely achieved purity >90% on a MoFlo Astrios EQ cell sorter (Beckman Coulter Inc., Brea, CA, USA).

### In vitro studies

In vitro experiments were performed with preleukemic cells enriched from bone marrow (BM) or spleens of healthy Eμ-Ret mice. Leukemic cells were isolated from the spleens of moribund Eμ-Ret mice; in most cases, leukemia cells with the BCP phenotype constituted >80% of the splenic cells and no enrichment was performed. BM stromal cells were harvested from the femur and tibia of BALB/c mice by aspiration with saline solution. Cells were cultured in complete Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Waltham, MA) supplemented with 20% FBS, 2mM l-glutamine, 20 U/mL penicillin, 20 μg/mL streptomycin, 20 mM HEPES, 1× NEAA, and 91.5 μM 2ME, and 250 pg/mL IL-7 (Sigma, St. Louis, MO). For proliferation assays, 5 × 10^4^ leukemic or sorted preleukemic cells were cultured with 5 × 10^5^ BM stromal cells in RPMI supplemented with or without 10 μg/ml anti-IL-7Rα antibody (Clone A734, BioXcell, Lebanon, NH) for 72 h and the viable BCP cells counted. For drug sensitivity assays, the protocol described by Frismantas et al. was adapted to a 96-well format, as described previously [29, 30]. BM stromal cells were seeded at 5000 per well in 200 μL of stromal cell media 24 h prior to seeding with 50,000 primary preleukemia, leukemia, or Eμ-Ret-derived B-ALL cell line 289 cells. Cell cultures were incubated with a serial dilution of inhibitor drugs AZ82 and CW069 (MedChemExpress, Monmouth Junction, NJ), and Griseofulvin, BI2536, or MLN8237 (Selleck Chemicals, Houston, TX) at 37 °C in a 5% (v/v) CO_2_ incubator for 48 h. Cell viability was quantified with CyQUANT Direct Cell Proliferation Assay (ThermoFisher Scientific, Waltham, MA).

### RNA sequencing

RNA was isolated from 4 preleukemic and 3 leukemic Eμ-Ret BCP cell samples. RNA sequencing (RNA-seq) was performed at the University of British Columbia Biomedical Research Centre. Bulk RNA-Seq data were analyzed using the “DESeq2” R package [31, 32]. Unqualified genes were filtered out (based on a summation through all samples of less than 10 counts) prior to running the “DESeq” function. Shrunken estimates of log2 fold changes were generated using the “lfcShrink” function with the “ashr” method. Genes with FDR < 0.05 were identified as differentially expressed genes (DEGs). The “rlog” function was used to transform the count data to log2 scale and normalize data. Principal component analysis (PCA) was then performed to reduce the dimensions of the data to cluster the samples visually. Gene Set Enrichment Analysis (GSEA) was performed to investigate the significantly impacted biological pathways using the “clusterProfiler” and “meshes” R packages [33, 34]. The “gseMeSH” function was used for GSEA with MeSH (Medical Subject Headings) terms from the “Phenomena and Processes” category. The analysis was performed for significantly upregulated genes (log2 fold change >0) and down-regulated genes (log2 fold change < 0) separately. The enriched terms were visualized using the “enrichplot” R package.

### Whole exome sequencing

Whole-exome sequencing (WES) was carried out as previously described [35]. DNA extracted from the tail of the respective mice was used as a germline control for somatic analyses. Based on our previous experience [35], the sensitivity to distinguish between tumor and germline control is not sufficient for somatic variant calls with less than 9% difference in variant allele frequency (VAF). Therefore, such variants were removed from the final results. See Supplemental Material for details.

### Genomic analysis

Genomic DNA from 18 Eμ-Ret B-ALL and 6 transgene-negative BALB/c control B cell samples was analyzed by chromosome microarray (CMA) at the Fox Chase Cancer Center Genomics facility. CEL file output from the Affymetrix Mouse Diversity Genotyping Array was analyzed using the Golden Helix SNP and Variation Suite (SVS) analysis software (Bozeman, MT). Intensity data was interpreted directly from the raw file source to call and characterize copy number variants (CNV) in each sample, and resulting visualizations were generated using the standard workflows in the Golden Helix software package. For optical genome mapping (OGM), high molecular weight DNA from 3 additional Eμ-Ret leukemia samples was analyzed on the Saphyr platform by Bionano Genomics (San Diego, CA), using their rare variant analysis workflow. Data for structural variation detection was processed using Bionano Access software.

### Karyotyping

Samples from mice were processed by direct-harvest methods to obtain metaphase chromosomes for analysis. Metaphase preparations were stained using Trypsin-Giemsa banding and a minimum of 3 and a maximum of 30 metaphases were analyzed per sample. Samples included 7 preleukemic and 2 leukemic samples, and 2 control samples of non-leukemic B cells isolated from healthy Eμ-Ret mice. See Supplemental Material for details. Multicolor Fluorescence In situ Hybridization (M-FISH) slides were prepared using the same fixed cell suspensions that had been used for G-banding analysis. Slides were pretreated with 0.01 N HCL/pepsin solution and washed with PBS, followed by sequential dehydration with 70%, 85%, and 100% ethanol. Hybridization with the 21XMouse Multicolor FISH probe (MetaSystems, Heidelberg, Germany) utilized the ThermoBrite automated denaturation and hybridization system. Following post-hybridization washes, slides were counterstained with DAPI. Metaphase cell capture and analysis was performed using the Metasystems M-FISH software.

### Proteomic analysis

Proteins were extracted from purified leukemic and preleukemia cells in 50 mM HEPES buffer, pH8.5 containing 1% SDS (Fisher BioReagents, Pittsburgh, USA) and protease inhibitor (Pierce, Waltham, MA). The lysate was incubated at 37 °C for 30 min followed by reduction and alkylation using 50 mM TCEP and CAA (Sigma), respectively. Protein concentration was estimated using BCA assay (Sigma). Prepared samples were processed for clean-up and trypsin digestion using SP3 through the addition of Sera-Mag Speed Beads (GE Life Sciences, Chicago, IL) (See Supplemental Material for details). The eluted peptides were separated using a 60 min active gradient from 0–34% Buffer B (0.1% FA in 95% acetonitrile) on a EasyNLC 1200 with a 50µPAC column (ThermoScientific) coupled to a Q Exactive HF orbitrap mass spectrometer. Data was acquired by Data-independent acquisition (See Supplemental Material for details). Statistical significance was determined using the Student’s *t*-test as implemented in Spectronaut. STRING (https://www.string-db.org) was used to determine proteins interacting with KIFC1. Proteins selected from STRING with evidence of direct experimentally-shown interaction were visualized in volcano plot using R with the Log2-transformed intensities and Log10 of the q-value of each protein on the x-axis and y-axis, respectively.

### Immunofluorescence evaluation of centrosome amplification

Cells were concentrated onto a slide using the Epridia Cytospin 4 centrifuge and fixed in methanol at −20 °C for 5 min. Cells were blocked in PBS with 0.2% Triton X-100 and 3% BSA for 1 h at room temperature. Antibodies were diluted in PBS with 0.2% Triton X-100 and 3% BSA. Primary antibodies were diluted and incubated with slides overnight at 4 °C. Cells were then washed three times in PBS. The slides were incubated with diluted secondary antibodies at room temperature for 1 h in the dark. Slides were washed three times in PBS and incubated with Hoechst stain for 15 min, then washed two times in PBS and coverslips were mounted with ProLong Gold Antifade reagent (Invitrogen, Waltham, MA). Immunofluorescence analysis was used to stain centrosomes (gamma-tubulin), and emanating microtubules (tubulin) in both interphase and mitotic cells. Additionally, different components of the centrosome were stained, including pericentrin (PCNT) and centrobin (CNTROB). Immunofluorescence was also used to identify mitotic cells (phospho-histone H3), as well as quantify KIFC1 abundance.

### Confocal microscopy and image acquisition

Fixed cells were imaged using the Fluoview software (Olympus, Tokyo, Japan) connected to the Olympus Fluoview FV10i confocal microscope. Image stacks of optical sections with a spacing of 0.5 μm through the cell volume were taken using a 60 × 1.2 NA oil objective. All images were taken at an image size of 1024 × 1024 pixels, a scan speed and quality (average) setting of Balance (x4), and a confocal aperture of ×1.5. ImageJ v1.46j (National Institute of Health, Bethesda, MD) was used to generate maximum intensity projections of the fluorescent channels. To identify centrosomes in interphase and mitotic cells, slides were stained with gamma-tubulin antibody and AlexaFluor 488, and centrosome area was measured by drawing (Freehand selections) a ROI around each centrosome identified in the gamma-tubulin channel (Measure, ImageJ). Additionally, for some experiments, centrosome area was measured by drawing a ROI around each centrosome identified in the merged image of the gamma-tubulin, pericentrin, and centrobin channels. To identify mitotic cells for cell cycle-specific confocal analysis, cells were stained with phospho-histone H3 (pH3) antibody conjugated to AlexaFluor 594. To determine fluorescence intensity, cells stained with KIFC1 antibody and AlexaFluor 488 were imaged at 50% sensitivity and 40% laser power for all replicates to allow for comparisons between images. For nucleus specific analysis, nuclear masks were generated (Make Binary, ImageJ) from cells stained with the nuclear dye Hoechst, and the resulting region of interest (Analyze Particles, ImageJ) was used to identify and measure the nuclear region of analysis.

### Statistical analysis

Kaplan-Meier curves were generated for survival studies and analyzed by logrank tests. Single-factor analyses of abnormal BCP cell counts were performed using student’s *t*-tests, while statistics for comparisons of means were performed using one- or two-way ANOVAs as indicated. Post-hoc testing for multiple comparisons was performed as indicated. See Supplemental Material for details of statistical analysis of data presented in Fig. 1B. Statistical analyses were performed using Prism 5 for Mac OS X (GraphPad, San Diego, CA). Where indicated, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Fig. 1:**
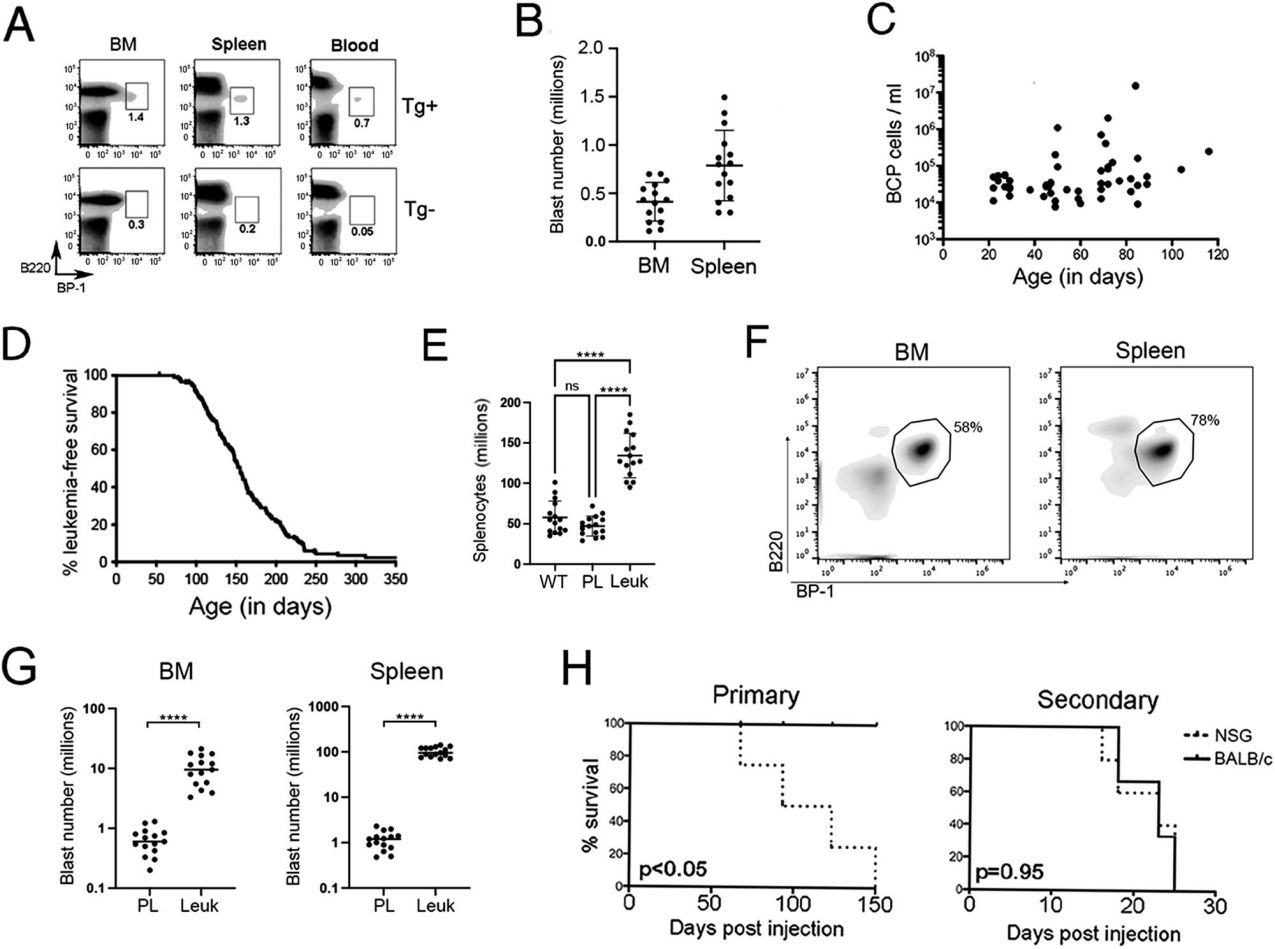
Eμ-Ret leukemia progression characteristics. **A** An expanded BCP population is detectable in bone marrow (BM), spleen, and peripheral blood of 4-week-old Eμ-Ret mice (Tg+), based on their characteristic cell surface phenotype, compared to their transgene-negative (Tg-) littermates. Numbers shown indicate BCP cells as % of total viable cells. **B** The size of the preleukemic cell population shows considerable variation between individual 4-week-old Eμ-Ret mice (*n* = 15). **C** When monitored over the first 120 days, no significant expansion of the abnormal BCP population is observed before 65 days of age, the earliest age of onset on leukemia in this model (*p* = 0.7412), or afterwards (*p* = 0.3016), using a linear mixed effects model. The concentration of preleukemic BCP cells in peripheral blood was measured for each Eμ-Ret mouse at a single time-point; no mouse contributed more than one data point (*n* = 45). **D** Leukemia progression kinetics in 182 Eμ-Ret mice housed under SPF-conditions in 2 separate facilities. Leukemia is >95% penetrant in Eμ-Ret mice on a BALB/c background within one year. **E** Leukemic Eμ-Ret mice present with significantly higher number of cells in their spleens compared to wild-type (WT) BALB/c and preleukemic Eμ-Ret controls **(**PL). **F** The cellularity of organs at time of leukemia onset is dominated by leukemic blasts with the characteristic abnormal BCP phenotype. **G** Numbers of blasts (identified by their B220^int^/CD43^int^/BP-1^hi^ phenotype) in bone marrow and spleen of leukemic mice are significantly higher than in healthy Eμ-Ret mice of similar age (*n* = 15 for both). **H** Survival of NSG and BALB/c recipients injected with 1–3 × 10^5^ preleukemia cells obtained from young Eμ-Ret mice (Primary, left panel) or with 10^5^ leukemic cells that developed in the primary NSG recipients (Secondary, right panel). Four NSG and 4 BALB/c mice received preleukemia cells and 5 NSG and 6 BALB/c mice received the resultant leukemia cells. (**** = *p* < 0.0001).

## Results

### Leukemia in Eμ-Ret mice emerges from an early-occurring abnormal BCP cell population

As described previously, Eμ-Ret mice express an oncogenic *Ret* fusion gene under the control of the IgH enhancer [26, 27], which generates an abnormal fetal BCP population with leukemia-initiating activity (hereafter called preleukemic) [28]. Consistent with an in utero initiation event, an expanded Hardy Fraction C pro-B cell population [36], defined by a characteristic B220^int^/CD43^int^/BP-1^hi^ phenotype, is detectable in blood, spleen, and bone marrow (BM) of young Eμ-Ret mice (Fig. 1A, Supplemental Fig. 1). No similar population is detectable in transgene-negative littermates. The size of the preleukemia population varies substantially between young mice (Fig. 1B) and does not exhibit consistent expansion over the first months of life (Fig. 1C); significantly elevated numbers of the abnormal BCP cells in peripheral blood correspond with onset of overt leukemia. Combined survival studies involving 182 mice housed in SPF-free facilities in either Vancouver or Philadelphia for the entirety of their lives demonstrated a broad age-of-onset range (median leukemia-free survival, 155 days), with near 100% penetrance after one year on the BALB/c background (Fig. 1D). Six deaths unrelated to leukemia progression occurred in the study. Presentation of leukemia is associated with splenomegaly and lymphadenopathy (Fig. 1E and Supplementary Fig. 2), resulting from a massive infiltration of blasts with the characteristic immunophenotype (Fig. 1F, G).

To confirm that the early-occurring abnormal BCP cell population was sufficient to generate leukemia, we purified these cells from spleens of 2-week-old Eμ-Ret mice and transplanted 1–3 × 10^5^ cells into non-preconditioned BALB/c or NSG mice. Recipient mice were then monitored for disease onset. NSG recipients developed overt leukemia after a variable latency (60–150 days, Fig. 1H, left panel), which is similar to the range of latency observed in Eμ-Ret mice. In contrast, no leukemia arose in BALB/c mice engrafted with preleukemic BCP cells. However, BCP blasts isolated from moribund NSG recipients of preleukemia quickly progressed to full blown disease in secondary BALB/c recipients (Fig. 1H, right panel), consistent with the rapid outgrowth observed in BALB/c mice engrafted with primary leukemia from Eμ-Ret mice [37, 38]. This result confirms that the early-arising preleukemic BCP population is sufficient for leukemia generation and indicates that the engraftment and/or progression of preleukemia may be influenced by the immune status of the recipient mice.

### Eμ-Ret leukemia is characterized by non-random chromosomal gains

Chromosome microarray analysis (CMA) of spleen samples from 18 moribund Eμ-Ret mice revealed that each leukemia carried additional chromosomes, with total content ranging from 41 to 44 (median, 43) (Fig. 2A). Chromosomal gains were non-random, with additional copies of chromosome (chr) 9, 12, 14, 15, and 17 detected in multiple samples; chr 17 in all samples, chr 9 in 15, chr 14 in 7, chr 12 in 6, and chr 15 in 4. No whole-chromosome losses were detected in any leukemia sample. G-Banding analyses of two additional Eμ-Ret leukemia samples revealed that the additional chromosomes generated trisomies of chr 9, 12, and 17 (Fig. 2B, Supplementary Fig. 3, and Table 1). M-FISH analysis validated the G-Banded karyotype and confirmed the absence of large inter-chromosomal rearrangements in sample R181-1 (Fig. 2B, right panel).

**Fig. 2:**
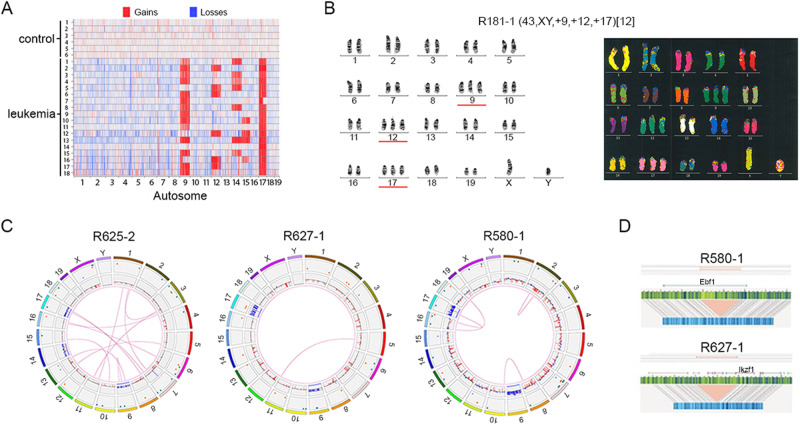
Eμ-Ret leukemia displays non-random chromosome gains. **A** CMA analysis reveals a non-random pattern of chromosome gains in Eμ-Ret leukemia, involving combinations of chromosomes, 9, 12, 14, 15, and 17. **B** Representative G-banding (from 8 total, left panel) and M-FISH (from 4 total, right panel) karyotypes for primary Eμ-Ret leukemia sample (R181-1) showing trisomy of chr 9, 12, and 17. No large SVs are detectable. **C** Circos plots for 3 primary Eμ-Ret leukemia samples reveal the presence of sample-specific chromosome gains, deletions, insertions, duplications and translocations, most occurring at a sub-clonal level. **D** Genome mapping of monoallelic deletions involving *Izkf1* and *Ebf1* in independent samples, both at a VAF of 0.46.

In addition to whole chromosome gains, many deletions and duplications were detected by CMA. To investigate structural variants (SV) at higher resolution, we evaluated three additional Eμ-Ret leukemia samples by optical genome mapping (OGM). After subtraction of variants detected in transgene-negative controls, OGM confirmed hyperdiploidy involving combinations chromosomes 9, 14, and 17 in each sample (Fig. 2C), with sample R627-1 containing two additional copies of chr 17. In addition to chromosomal gains, other SVs were detected in each sample by OGM, but these were sample-specific and generally present at sub-clonal variant allele frequency (VAF; range 0.04 – 0.54), indicating the presence of multiple subclones. Notably, deletions involving two key B lineage transcription factors were detected in 2 of the 3 samples at VAF of ~0.5; a deletion of the 3′-half of *Ebf1* (sample R580-1) and a deletion involving the 5′-end of *Ikzf1* (sample R627-1) (Fig. 2D). Such monoallelic deletions are consistent with secondary genomic alterations detected in human HD-ALL [5]. Confirmation that the deletion in *Ebf1* led to reduced expression in sample R580-1 was obtained by qPCR (Supplementary Fig. 4). In the case of *Ikzf1*, reduced expression was detected in all three leukemia samples, compared to BCP cells from transgene-negative BALB/c mice. This result was, therefore, unable to validate the *Ikzf1* focal deletion, but implicated reduced *Ikzf1* expression in Eμ-Ret leukemogenesis.

Mutations in HD-ALL are generally low in number and sub-clonal, and none has been found to be common to all patients. To identify whether the Eμ-Ret leukemias also lack shared driver mutations, we performed whole-exome sequencing (WES) on preleukemic BCP (*n* = 5) and overt leukemic (*n* = 5) samples (Supplementary Table 1). Within this small sample cohort, Eμ-Ret HD-ALL was found to harbor similarly low numbers of SNV. Although some variants were recurring, no mutation was found in all samples and none involved genes commonly linked to human B-ALL.

### Hyperdiploidy is an early event in Eμ-Ret leukemogenesis

The generation of aneuploidy is the earliest detectable abnormality in human HD-ALL [4, 16]. To determine if the acquisition of additional chromosomes was a similarly early occurrence in Eμ-Ret leukemogenesis, we performed G-banded karyotyping on 7 preleukemic cells samples purified from spleens of 2-week old Eμ-Ret mice (Table 1). In addition to combinations of trisomy 9, 14, and 17, extra copies of chromosomes not observed in leukemia samples (i.e. chr 5, 8, 10, 16, and 19) were also detected (Fig. 3A, B and Table 1). Although uncommon, loss of chromosomes was also observed in preleukemic samples (Fig. 3A). As a result, most preleukemia karyotypes were more complex than those of leukemia. Consistent with findings from leukemia cells, large inter-chromosomal translocations were not apparent in the one preleukemic sample (R224-2) analyzed by M-FISH (Fig. 3C).

**Table 1:** Karyotypes of normal, leukemic and leukemia-initiating Eμ-Ret-derived B cells.

Sample type	ID	# analyzed	# normal	# HyperD	# HypoD	Karyotype
Control B cells	224-2	5	5			40,XX[5]
Control B cells	224-6	5	5			40,XX[5]
Eμ-Ret Leukemic	181-1	14	0	14	0	43,XY, +9, +12, +17[12]
Eμ-Ret Leukemic	186-6	3	0	3		42,XY, +9, +17[3]
Eμ-Ret preleukemia	264-2	30	29		1	40,XY[30]
Eμ-Ret preleukemia	264-3	30	18	7	5	44~45,XX, +5, +9, +10, +12, +14, +16, +17, +17, +19[cp5]
Eμ-Ret preleukemia	214-16	5	1	4	0	41~43,XX, +9, −10, +14, +17,+mar[cp4]
Eμ-Ret preleukemia	216-14	4	0	4	0	42,XY, +9, +14, +17[cp3]
Eμ-Ret preleukemia	222-6	6	1	4	1	41,XY, +8, +9,+mar[cp4]/40,XY[2]
Eμ-Ret preleukemia	224-2	13	7	6	0	41,XX, +14, +15,17[cp6]/40,XX[6]
Eμ-Ret preleukemia	224-6	13	3	10	0	41~42,XX, +9, +12, +17[cp10]/ 40, XX[3]
NSG Leukemic	N-R6-4	10	0	10	0	41~43,XY, +9, −11, +13, +15, +17, +19[cp9]
NSG Leukemic	N-R6-1	10	1	9	0	42,X,-Y, +12, +15, +17[cp9/40,XY[1]
NSG Leukemic	N-R6-3	9	0	9	9	42~43,XY, −11, +13, +17, +17,+mar1, +mar2[cp9]

**Fig. 3:**
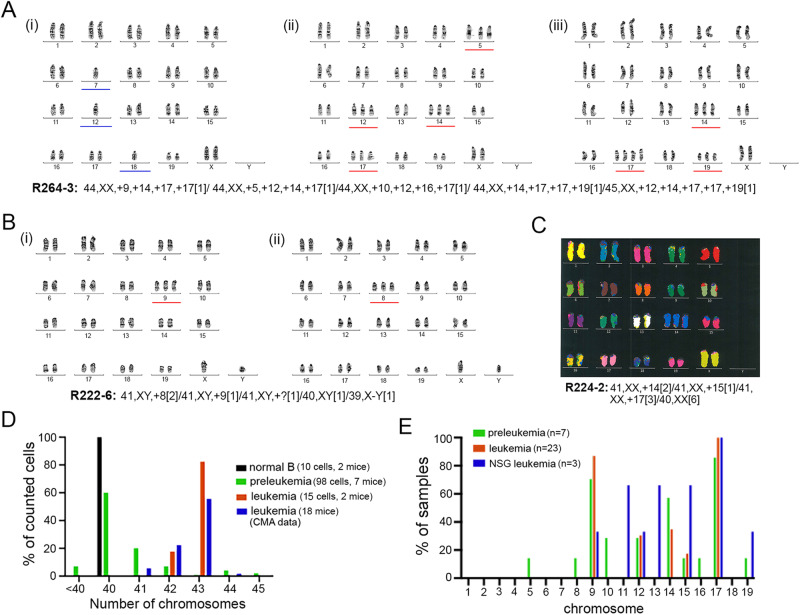
Aneuploidy is an early event in Eμ-Ret B-ALL progression. Representative G-banded karyotypes within the splenic preleukemic cell population of healthy Eμ-Ret mice, R222-6 (**A**) and R264-3 (**B**) showing chromosomal heterogeneity within the preleukemic cell population. Full reported karyotype is shown for each sample. **C** An M-FISH karyotype (from 5) for preleukemic sample (R224-2) revealing the presence of trisomy 14 and lack of large SVs. Full karyotype is provided below the image. **D** Range of chromosome numbers in normal splenocytes (10 cells, 2 mice), purified preleukemic cells (98 cells, 7 mice), and leukemic cells (17 cells, 2 mice) detected by G-banded karyotype analysis. Numbers detected in leukemia samples by CMA (18 mice) is shown in blue for comparison. **E** Heterogeneity of chromosomal involvement in preleukemic (*n* = 7), leukemic (*n* = 23, including both G-banded and CMA samples), and leukemia arising in NSG recipients (*n* = 3).

To confirm that aneuploidy was restricted to the abnormal BCP population in preleukemic mice, mature B cells and preleukemic BCP cells were purified from the same mouse spleen (R224-6) prior to analysis. In contrast to the consistently diploid mature B cells, the majority of preleukemia cells analysed were aneuploid (Table 1 and Supplementary Fig. 5). Overall, preleukemia samples were found to harbor a broader range of chromosome number (Fig. 3D) and more diversity of chromosomal involvement (Fig. 3E) than leukemia samples. Preleukemia samples harbored the occasional hypodiploid cells and many euploid cells, while leukemic aneuploidy clustered around 2–3 additional chromosomes in both manual karyotyping and CMA analyses. The finding that preleukemia is associated with more chromosomal diversity than leukemia suggests disease evolution from a pool of heterogeneous preleukemic cells.

As preleukemic cells do not progress to leukemia in BALB/c (Fig. 1H) and immune surveillance has been reported to exert selective pressure on aneuploid cells [39], we evaluated the chromosomal heterogeneity in the leukemias arising after transfer of preleukemic BCP populations into immune-deficient NSG mice. While extra copies of chr 9 (1 of 3 samples), chr 12 (1 of 3), chr 15 (2 of 3), and chr 17 (3 of 3) were again present, trisomies of chr 13 (2 of 3 samples) and chr 19 (1 of 3 samples) were also detected (Table 1). In addition, loss of one copy of chr 11 was observed in 2 of the 3 samples. Overall, NSG-derived leukemias exhibited chromosomal heterogeneity more similar to preleukemia than to primary leukemia samples from Eμ-Ret mice (Fig. 3E and Table 1). This result suggests that reduced immune-mediated selective pressure may allow the progression of less “fit” aneuploid subpopulations.

### RNA-seq reveals shifts in pathway utilization after preleukemia to leukemia transition

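RNA was sequenced from B-cell precursor (BCP) cells sorted from the spleens of Eμ-Ret mice, a strain hemizygous for a Ret transgene on a BALB/c background. The paper's RNA-seq methods do not describe the sort or give the purity of each sample. For its in vitro studies the paper states that leukemic spleen cells were mostly used without enrichment. Whether this held for the RNA-seq samples is not stated there. The preleukemic group held 4 samples from young mice without overt disease, and the leukemic group held 3 samples from moribund mice. The libraries were stranded and made from mRNA. The authors deposited FPKM values (fragments scaled to transcript length and to depth) for 24341 genes in each sample. No value in the table is below 0.01, and 7665 genes were at this floor in all 7 samples. Gene symbols and positions in the table follow the GRCm38 (mm10) assembly, and 23138 of the symbols (95.1%) were found in RefSeq for that assembly. The paper's text does not name the aligner, the annotation or the program behind the FPKM values.

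FPKM values already include a scaling for depth and transcript length. They do not include the DESeq2 size factors, the rlog transformation or the fold change shrinkage that the methods describe for counts, so the count model was not used here. The depth of each sample was read from low values, because a gene with a single transcript steps in whole multiples of what 1 fragment is worth. The implied depth was 15.3, 15.5 and 16.1 M fragments in leukemic replicates 1 to 3, and 14.8, 14.5, 13.9 and 13.7 M in preleukemic replicates 1 to 4. Of the low values examined per sample, between 77.1% and 84.7% came out whole at these depths. No share expected by chance is given beside them, so these shares do not by themselves test the depths. In preleukemic replicate 4, which had the lowest depth, a transcript with an effective length of 1500 bases at 1 FPKM holds 20.5 fragments, a counting error of 22.1%. At 10 FPKM the same transcript holds 205 fragments, a counting error of 6.98%. FPKM values summed to between 507355 and 539887 in the leukemic samples and to between 448022 and 471447 in the preleukemic samples. The gene with the largest share of this sum was Hbb-b1, with 3.21% in leukemic replicate 2.

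Values were compared on the log2(FPKM + 1) scale, as deposited and without further scaling between samples. The 10541 genes whose FPKM summed to at least 10 over the 7 samples were tested with limma, with an intensity trend and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM, because 1 is added to every value.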

To identify cellular pathways involved in the transition from preleukemia to leukemia, we compared gene expression profiles between preleukemic BCP cells isolated from young, healthy Eμ-Ret mice and leukemia cells from moribund older mice. PCA analysis of RNA-seq data revealed that preleukemia and leukemia samples were readily clustered, with preleukemia samples bearing greater similarity than leukemia samples (Supplementary Fig. 6). This finding suggests that transformation may result from dysregulation of various pathways. 

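Over the 10541 genes tested, the mean Euclidean distance between samples on the log2(FPKM + 1) scale was 69.8 ± 8.49 (SD, 3 pairs) among leukemic samples and 43.6 ± 6.53 (SD, 6 pairs) among preleukemic samples. The distance from a leukemic to a preleukemic sample averaged 82.1. All 3 leukemic distances, the smallest of them 61.8, were larger than the largest preleukemic distance, 50.1. The difference between the group means was 26.2 (exact permutation test over the 35 ways to label 3 of 7 samples leukemic, one-sided, p = 0.0286, the smallest p that 3 samples against 4 allow). The alternative that changed this difference most was a filter on genes with an FPKM sum of at least 70, under which it was 15.1 and no longer passed 0.05 (exact permutation p = 0.0857). Without leukemic replicate 1 the difference was 18.3, and without leukemic replicate 3 it was 35.2.

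Principal components were computed on the 500 genes with the largest variance. Principal component 1 held 57.1% of the variance and parted the groups. Leukemic replicates 1 to 3 had scores of 25.4, 29.0 and 33.6, and preleukemic replicates 2 to 4 had scores between -29.2 and -25.6. Preleukemic replicate 1 lay between the groups, at -5.58. Principal component 2 held 17.4% of the variance and spread the leukemic samples from -26.4 to 26.4. On the plane of these components the mean distance was 35.9 ± 15.3 (SD, 3 pairs) among leukemic samples and 14.7 ± 9.94 (SD, 6 pairs) among preleukemic samples, a difference of 21.2 that did not pass 0.05 (exact permutation test, one-sided, p = 0.0857). Among the 500 genes were 37 genes of a list for red cell precursors, 16 of a macrophage list and 14 of a neutrophil list.

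**Figure D1:**
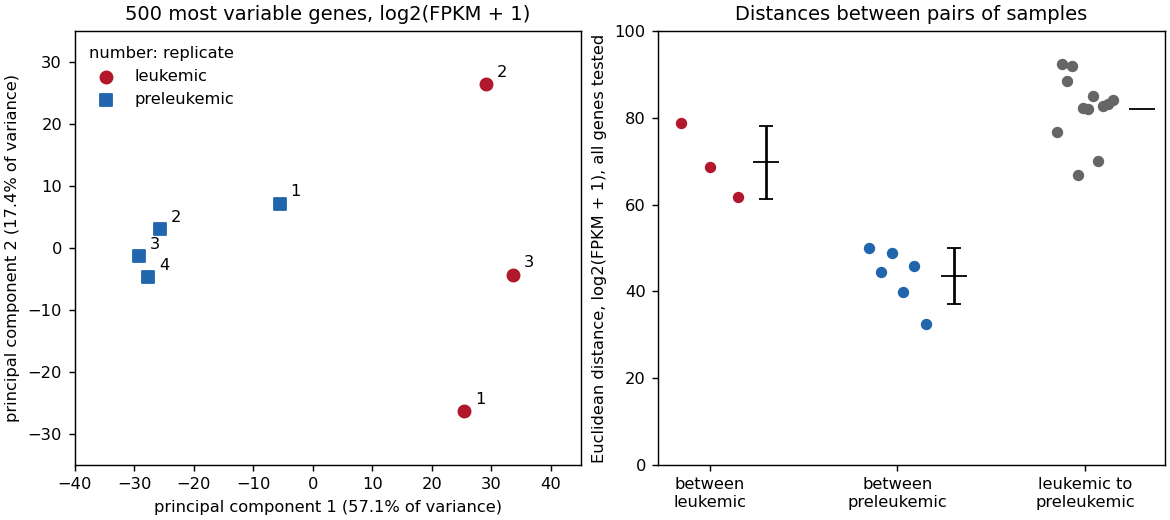
Left, scores of the 7 samples on principal components 1 and 2 of the 500 most variable genes, with the replicate number beside each point. Right, Euclidean distances on the log2(FPKM + 1) scale for each pair of samples, with the mean of each kind of pair (black bar) and the SD within each group (whiskers); the 3 leukemic distances lie above the 6 preleukemic ones.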

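Of the 10541 genes, 1553 had an adjusted p under 0.05 (limma, 3 leukemic against 4 preleukemic samples). Of these, 893 were higher and 660 lower in the leukemic samples. With quantile normalization between samples in place of the FPKM as deposited, 754 were higher and 907 lower, so the direction of the majority depends on the scaling. The median log2 fold change of all genes tested was -0.02 as deposited and -0.06 with quantile normalization. A change of more than 2-fold was found for 544 of the 1553 genes, of which 414 were higher and 130 lower. In 3377 genes (32%) the 3 leukemic values lay wholly above or wholly below the 4 preleukemic values, which chance gives for 5.71% of genes, and 1550 of the 1553 genes were among them.

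The number of genes depended on single preleukemic samples. Without preleukemic replicates 1, 2, 3 and 4 in turn, 932, 443, 271 and 149 genes had an adjusted p under 0.05. Without leukemic replicates 1, 2 and 3 in turn there were 1366, 1620 and 1402 genes, of which only 1067, 1126 and 1007 were among the 1553. Testing against a 1.5-fold change in place of no change gave 38 genes, and the replicate number as a block gave 0. The replicate numbers did not pair the samples, and preleukemic replicate 4 has no partner. The fit with the block therefore had less information left to estimate the spread.

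Among genes with an adjusted p under 0.05 and no overlap between the groups, the small nucleolar RNA gene Snora64 ranked first by rise. The next largest rises were those of genes of red cell precursors. Carbonic anhydrase Car1 (chromosome 3, 14766214 to 14808365) had 144 ± 51.6 FPKM (SD, n = 3) in leukemic and 3.55 ± 4.70 (SD, n = 4) in preleukemic samples, a log2 fold change of 5.42 (standard error 0.65, limma adjusted p = 0.00819). The anion exchanger Slc4a1 (chromosome 11, 102348820 to 102365281) had 379 ± 211 and 21.3 ± 36.2 FPKM, a log2 fold change of 5.29 (standard error 1.09, limma adjusted p = 0.0239). Hba-a2, whose listed position is the same as that of its near-identical copy Hba-a1, and the water channel Aqp1 (chromosome 6, 55336299 to 55348555) rose by 5.26 and 4.93 on the log2 scale. In Slc4a1 and Aqp1, preleukemic replicate 1 lay far above the other 3 preleukemic samples, with 75.6 and 30.7 FPKM. The small nucleolar RNA gene Snora64 had 65.6, 34.6 and 80.7 FPKM in the leukemic samples and was at the floor in all 4 preleukemic samples, so no fold change is given for it.

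The largest falls were those of the myosin light chain gene Myl10 (chromosome 5, 136693146 to 136701094), from 24.9 ± 16.5 FPKM (SD, n = 4) in preleukemic to 0.646 ± 0.392 (SD, n = 3) in leukemic samples, a log2 fold change of -3.74 (standard error 0.53, limma adjusted p = 0.0121), and of Steap4 (-3.03), Tmem98 (-2.92) and Adgrf1 (-2.71). In each of these 8 genes all 3 leukemic samples lay on one side of all 4 preleukemic samples.

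**Figure D2:**
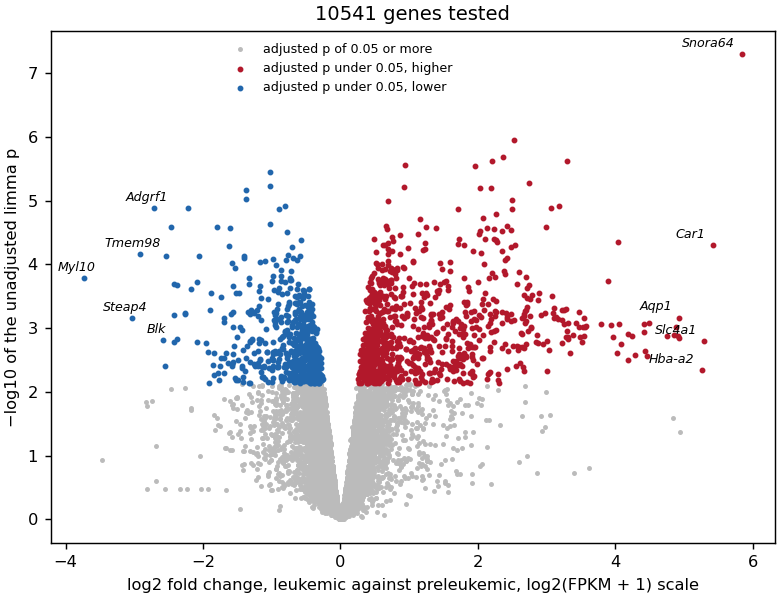
Each point is 1 of the 10541 genes, with its log2 fold change on the log2(FPKM + 1) scale (leukemic against preleukemic) on the horizontal axis and the −log10 of its unadjusted limma p on the vertical axis. Genes with an adjusted p under 0.05 are red where higher (893) and blue where lower (660) in leukemic samples, and the genes with the largest changes are named.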

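The paper does not list which genes it counts as associated with human B-ALL, so a list of 62 genes altered in human B-ALL was written by hand, with knowledge of Supplementary Table 2, which displays 10 of them. Of these, 53 could be tested. Over all genes tested, 14 of the 53 (26.4%, against 14.7% of all genes tested) had an adjusted p under 0.05 with limma, of which 12 were lower and 2 higher in the leukemic samples. The 2 higher genes, named after their values were seen, were Csf1r (log2 fold change 2.74) and Epor (3.26), which also stand in the lists for macrophages and red cell precursors. Adjusted over the list alone, 20 genes passed, 18 of them lower. As the list was written with the paper's own calls in view, this count is not independent evidence. With preleukemic replicates 2, 3 and 4 left out in turn, 5, 3 and 3 genes of the list passed over all genes.

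All 6 genes described next had an adjusted p under 0.05 and lower values in each of the 3 leukemic samples than in any of the 4 preleukemic samples. Pax5, a B-lineage transcription factor gene on chromosome 4 (44531506 to 44710440), had 106 ± 14.6 FPKM (SD, n = 3) in leukemic and 182 ± 17.4 (SD, n = 4) in preleukemic samples. Its log2 fold change was -0.78 (standard error 0.12, limma adjusted p = 0.0134). Blk, a Src-family kinase gene on chromosome 14 (63372837 to 63417187), fell from 13.9 ± 8.62 FPKM to 1.26 ± 0.798, a log2 fold change of -2.58 (standard error 0.53, limma adjusted p = 0.0236). Cdkn2a (chromosome 4, 89274473 to 89294619), a tumor suppressor gene, fell from 25.3 ± 13.1 to 5.83 ± 3.45 FPKM (log2 fold change -1.95, standard error 0.41, limma adjusted p = 0.0245). Its preleukemic mean was raised by replicate 2, with 45.0 FPKM against 17.7 to 19.5 in the other 3 samples.

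Igll1 and Vpreb1 encode the surrogate light chain of the pre-B cell receptor and lie near each other on chromosome 16, at 16860671 to 16863985 and 16868401 to 16869255. Igll1 had 637 ± 282 FPKM in leukemic and 1493 ± 129 in preleukemic samples, and Vpreb1 had 558 ± 308 and 1448 ± 136. Their log2 fold changes were -1.32 (standard error 0.27, limma adjusted p = 0.0244) and -1.50 (standard error 0.30, limma adjusted p = 0.0226). Tcf3 (chromosome 10, 80409165 to 80433653), the gene of the E2A transcription factors, had 150 ± 35.1 and 236 ± 18.0 FPKM, a log2 fold change of -0.67 (standard error 0.16, limma adjusted p = 0.0369).

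The direction held with each sample left out in turn, but the calls did not. Without preleukemic replicate 3 or 4, none of the 6 genes passed over all genes, and without preleukemic replicate 2 only Pax5 did, with a limma adjusted p of 0.0423. Without preleukemic replicate 1, Igll1 and Tcf3 did not pass, and without leukemic replicate 3, Cdkn2a did not. Without a filter on low values, Tcf3 did not pass (limma adjusted p = 0.0542).

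**Figure D3:**
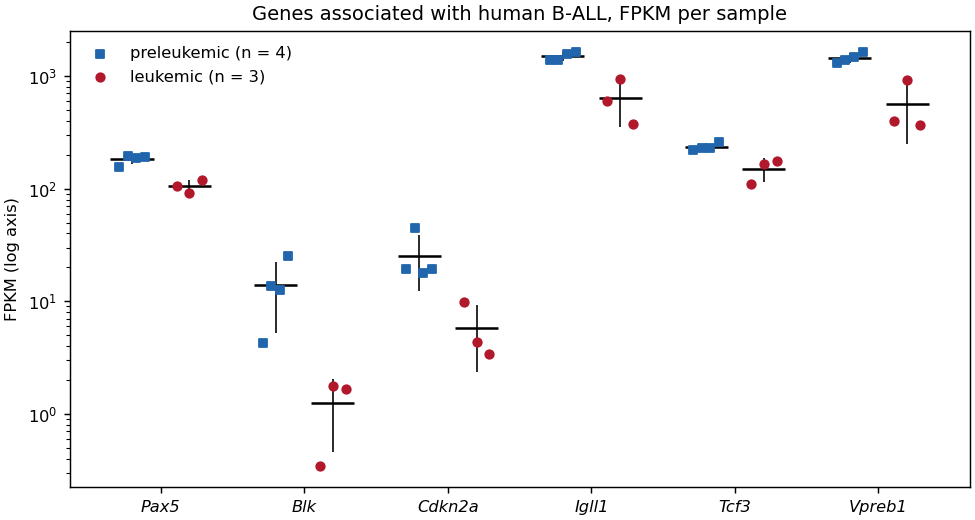
FPKM of Pax5, Blk, Cdkn2a, Igll1, Tcf3 and Vpreb1 on a log axis, with 1 point per sample for 4 preleukemic (blue) and 3 leukemic (red) samples. Horizontal bars are means and vertical lines SDs; in each gene the leukemic points lie below the preleukemic points.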

Expression of many genes associated with human B-ALL was significantly altered between preleukemic and leukemic BCP cells (Supplementary Table 2A, B), including down-regulation of *Pax5*, *Blk*, *Cdkn2a*, *Igll1*, *Tcf3*, and *Vpreb1*. 

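The values of Ebf1, Bst1, Cd79a, Ccnd3, Vpreb3 and Nedd9 were likewise lower in each of the 3 leukemic samples than in any of the 4 preleukemic samples. Of these, 3 had an adjusted p under 0.05 over all genes tested. Ebf1 (chromosome 11, 44618100 to 45008096), which encodes a B-lineage transcription factor, fell from 179 ± 15.7 FPKM (SD, n = 4) in preleukemic to 110 ± 4.30 (SD, n = 3) in leukemic samples, a log2 fold change of -0.70 (standard error 0.09, limma adjusted p = 0.00952). The cyclin gene Ccnd3 (chromosome 17, 47505051 to 47611492) fell from 377 ± 33.7 to 228 ± 19.1 FPKM (log2 fold change -0.72, standard error 0.10, limma adjusted p = 0.0109). It was 1 of 3 genes of chromosome 17 called lower, against 199 called higher. The adhesion scaffold gene Nedd9 (chromosome 13, 41309916 to 41487360) fell from 268 ± 17.5 to 151.99 ± 7.10 FPKM (log2 fold change -0.81, standard error 0.08, limma adjusted p = 0.00577). These 3 calls held with each of the 7 samples left out in turn.

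The other 3 genes had a limma adjusted p between 0.0555 and 0.0567. Bst1 (chromosome 5, 43818893 to 43843468) had 5.31, 68.4 and 24.4 FPKM in leukemic replicates 1 to 3 and 124 ± 22.4 in preleukemic samples (SD, n = 4), a log2 fold change of -2.47 (standard error 0.70). Its fall rests in part on leukemic replicate 1, without which it was -1.56 and passed (limma adjusted p = 0.044). Cd79a (chromosome 7, 24897511 to 24902197), which encodes a signaling chain of the B-cell receptor, had 1051 ± 166 and 1467 ± 179 FPKM (log2 fold change -0.48, standard error 0.14). Vpreb3 (chromosome 10, 75948312 to 75949646) had 1134 ± 359 and 1925 ± 266 FPKM (log2 fold change -0.81, standard error 0.23). With quantile normalization all 3 passed (limma adjusted p from 0.0127 to 0.0459). Without leukemic replicate 2, Bst1 and Vpreb3 passed.

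**Figure D4:**
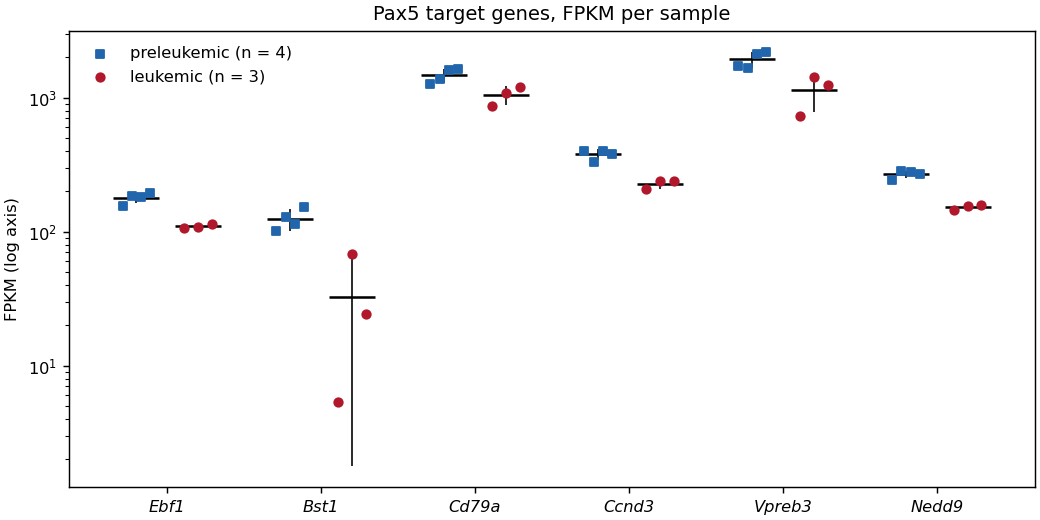
FPKM of Ebf1, Bst1, Cd79a, Ccnd3, Vpreb3 and Nedd9 on a log axis, with 1 point per sample for 4 preleukemic (blue) and 3 leukemic (red) samples. Horizontal bars are means and vertical lines SDs; in each gene the leukemic points lie below the preleukemic points.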

The reduced expression of Pax5 was consistent with the observed down-regulation of several Pax5 target genes in leukemic cells, including *Ebf1*, *Bst1*, *Cd19*, *Cd79a*, *Ccnd3*, *Vpreb3*, and *Nedd9* [40]. 

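The MeSH gene sets were not used here. In their place, 14 gene lists were written by hand, with knowledge of Supplementary Table 2, for pathways named in Fig. 4, for cell types, for ribosomal proteins and for human B-ALL. Each was tested with limma's camera at a preset correlation between genes of 0.01. With Benjamini-Hochberg adjustment over the 14 lists, 10 had an adjusted p under 0.05. The list for hematopoiesis (32 genes tested) had a median log2 fold change of -0.05 and a mean of 0.77, and did not pass (camera's direction higher, adjusted p = 0.323). Its members went both ways, with 12 genes called higher and 7 lower by limma. The list for lymphocyte activation (41 genes) was lower in leukemic samples, with a median of -0.32 (adjusted p = 0.000809), 4 genes called lower and 1 higher.

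Higher in leukemic samples were the lists for erythropoiesis (44 genes, median log2 fold change 3.55, adjusted p = 2.06e-21), macrophages (24 genes, 1.87, 1.35e-12), platelets (5 genes, 1.84, 0.000308), neutrophils (17 genes, 1.75, 1.32e-07), innate immunity (40 genes, 0.62, 1.01e-05) and mitosis and centrosome (35 genes, 0.38, 0.00233). The list of ribosomal protein genes was also higher (81 genes, 0.41, 2.31e-31), with 80 of its 81 genes above 0. With quantile normalization 67 of the 81 were above 0 and the median was 0.14. The B-cell precursor list (31 genes, -0.70, adjusted p = 5.93e-07) and the human B-ALL list (53 genes, -0.31, adjusted p = 0.000114) were lower. The lists for cell adhesion (32 genes, 0.07, adjusted p = 0.164), T and NK cells (13 genes, 0.41, adjusted p = 0.115) and plasma cells (6 genes, 0.22, adjusted p = 0.323) did not pass.

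Camera's preset correlation matters for these calls. With the correlation estimated for each list from the 7 samples, 0 of the 14 lists passed, and the smallest adjusted p was 0.162. With fry, 9 lists passed. Lymphocyte activation (adjusted p = 0.082) and mitosis and centrosome (0.29) were not among them, and plasma cells were. An exact permutation test of each list's mean over the 35 labelings, two-sided and added after the values were seen, gave an adjusted p of 0.0444 for 9 lists, hematopoiesis, cell adhesion and innate immunity included. The same test gave 0.0727 for erythropoiesis and neutrophils and 0.1 for lymphocyte activation. It gave 0.257 for mitosis and centrosome, which had passed with camera, and for T and NK cells, which had not.

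**Figure D5:**
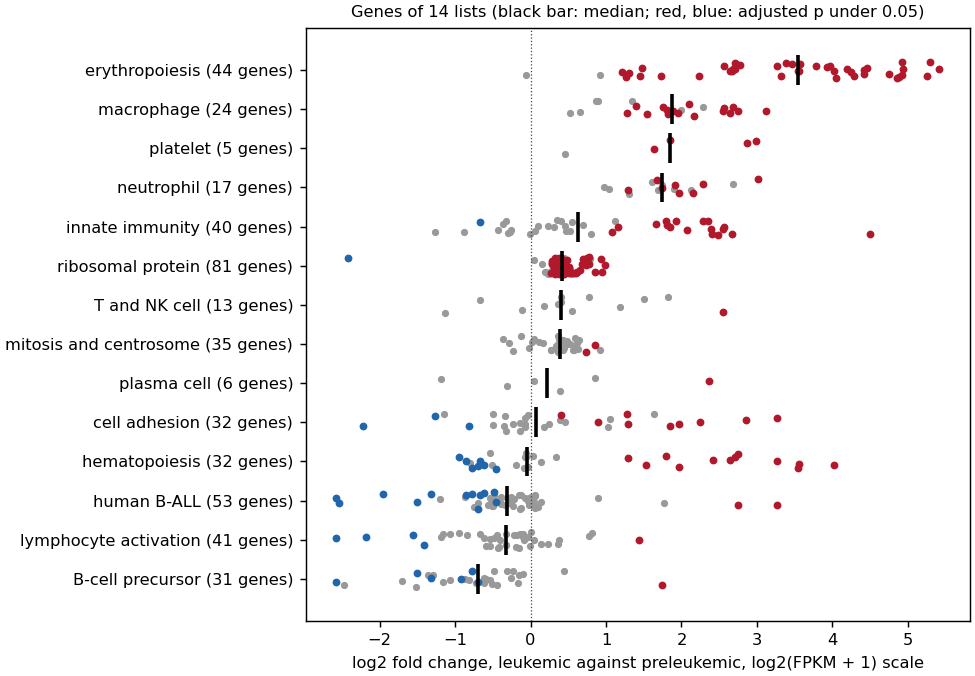
Log2 fold changes on the log2(FPKM + 1) scale (leukemic against preleukemic) of the tested genes of 14 lists, with 1 point per gene and the median of each list as a black bar. Points are red or blue where the gene was called higher or lower (limma adjusted p under 0.05) and grey otherwise; the erythropoiesis list has the highest median, 3.55, and the B-cell precursor list the lowest, -0.70.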

GSEA implicated the dysregulation of multiple pathways in the transformation to leukemia (Fig. 4A), including those associated with hematopoiesis and lymphocyte activation, and pathways previously reported to be affected in HD-ALL (Fig. 4B) [25].

**Fig. 4:**
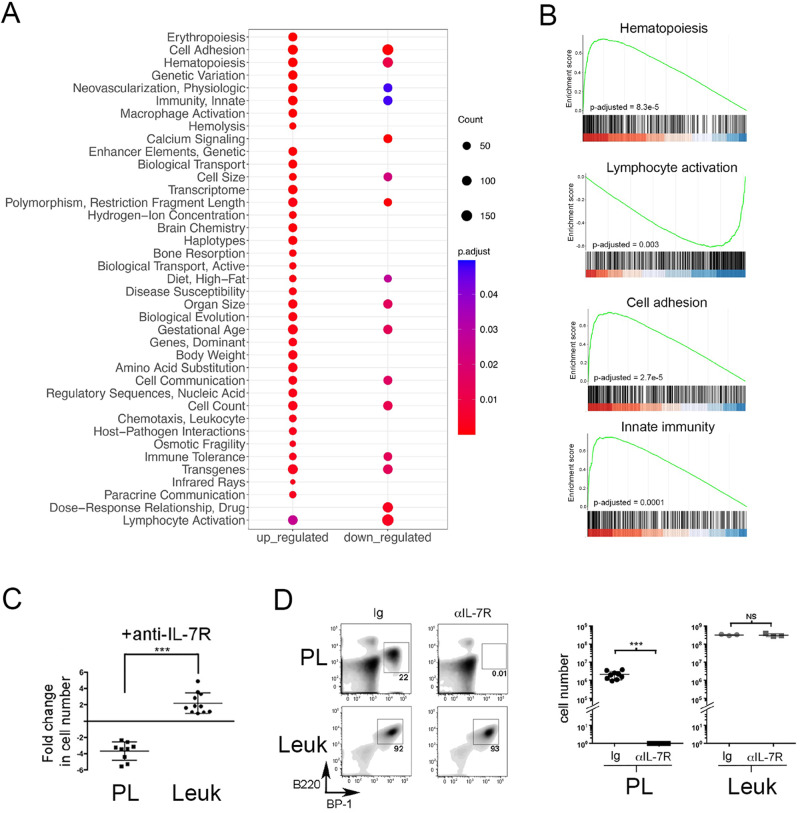
Cell pathway changes associated with transition to overt leukemia. **A** The most significantly enriched pathways (MeSH terms), either up-regulated or downregulated in leukemia cells compared to preleukemia, identified by GSEA (FDR < 0.05). **B** GSEA plots depicting gene enrichment in selected pathways. Adjusted *p* values for multiple testing are shown. **C** Preleukemic cells isolated from healthy 4-week-old Eμ-Ret mouse spleens (PL) or splenic leukemia cells (Leuk) from moribund Eμ-Ret mice were cultured in the presence or absence anti-IL-7R antibody and their fold expansion/depletion calculated as the number of viable cells at 72 h divided by the number seeded into culture (fold change of preleukemia (*n* = 9) vs. leukemic cells (*n* = 12), *p* = 0.012). **D** Splenic BCP cell burden in NSG recipients of preleukemic or leukemic cells, 14 days after treatment with anti-IL7Rα or control antibody. Left panel shows density plot for one representative NSG mouse from each group; right panel shows cell numbers recovered from each recipient NSG mouse from 4 independent preleukemia population samples and one representative leukemic cell sample. For Ig vs. αIL-7R, *p* < 0.0001 for preleukemia and *p* = 0.7 for leukemic cells (*p* values were calculated using student’s *t*-test; NS not significant).

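The genes with the highest mean FPKM in each list were examined singly. In the hematopoiesis list, Myb (chromosome 10, 21124930 to 21160984) had 165 ± 23.2 FPKM (SD, n = 3) in leukemic and 227 ± 20.7 (SD, n = 4) in preleukemic samples, a log2 fold change of -0.46 (standard error 0.12, limma adjusted p = 0.0412). Lyl1 (chromosome 8, 84701457 to 84800338) did not differ beyond the spread between samples, with 157 ± 27.9 and 162 ± 6.32 FPKM (limma adjusted p = 0.753). In the cell adhesion list, Adgrg1 (chromosome 8, 94977109 to 95014208) fell from 350 ± 45.2 to 150 ± 46.6 FPKM (log2 fold change -1.26, standard error 0.22, limma adjusted p = 0.0168).

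In the innate immunity list, Lyz2 (chromosome 10, 117277541 to 117282272), which also stands in the macrophage list, rose from 41.7 ± 22.7 to 134 ± 25.7 FPKM (log2 fold change 1.80, standard error 0.40, limma adjusted p = 0.0283). Ifi27l2a (log2 fold change 1.12) and Bst2 (0.41) did not pass, with limma adjusted p of 0.0741 and 0.252. In the macrophage list, Apoe (chromosome 7, 19696244 to 19699188) rose from 8.07 ± 1.33 to 69.6 ± 45.4 FPKM (log2 fold change 2.69, standard error 0.50, limma adjusted p = 0.0183). In the lymphocyte activation list, Cd79b (chromosome 11, 106311341 to 106314529) had 587 ± 82.3 and 802 ± 151.9 FPKM and did not pass (log2 fold change -0.44, limma adjusted p = 0.114).

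In the erythropoiesis list 42 of 44 genes were called higher. Hbb-b1 (chromosome 7, 103826523 to 103827929) had 3293, 17338 and 8070 FPKM in leukemic replicates 1 to 3. In preleukemic replicates 1 to 4 it had 1577, 129, 143 and 168 FPKM. Its log2 fold change was 4.86 (standard error 0.96, limma adjusted p = 0.0218). Hba-a1 (4.92) and Hbb-bt (4.46) rose alike, and in these 3 globin genes preleukemic replicate 1 stood apart from the other preleukemic samples. Fragments of globin genes can be shared between near-identical copies, so the values of single globin genes are uncertain. In the mitosis and centrosome list, Mki67 (chromosome 7, 135689788 to 135716379) rose from 92.0 ± 17.8 to 153 ± 18.4 FPKM (log2 fold change 0.74, standard error 0.17, limma adjusted p = 0.0316), while Birc5 (0.92) and Top2a (0.28) did not pass, with limma adjusted p of 0.0608 and 0.463.

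From the enriched terms the paper reasons that multiple pathways are dysregulated in the transformation to leukemia, among them hematopoiesis and lymphocyte activation, and that they include pathways reported before for HD-ALL (Fig. 4A, B). It places this beside the lower expression of Pax5 and of Pax5 target genes in leukemic cells, and from the wider spread of the leukemic samples it proposes that more than 1 pathway is involved (Supplementary Fig. 6).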

To identify the functional impact of gene expression changes, we compared the growth factor dependency of preleukemia and leukemia cells. In vitro, preleukemia cells from healthy Eμ-Ret mice declined in number when cultured in the presence of IL-7 receptor-blocking antibody, consistent with the requisite role of IL-7 for mouse BCP cell survival (Fig. 4C) [41]. In contrast, leukemic blasts obtained from sick mice expanded in number under the same culture conditions. This switch in growth factor dependency was confirmed in vivo, where the acquired IL-7-independence of leukemia cells was sufficient to sustain the expansion of leukemic blasts in NSG recipients treated with IL-7R-blocking antibody (Fig. 4D). The same blocking-antibody treatment eliminated preleukemic cells transplanted into NSG mice. These results confirm and extend on previous reports that changes in cytokine responsiveness are associated with leukemia progression in Eμ-Ret mice [27].

### Hyperdiploidy induces centrosome amplification in Eμ-Ret leukemia cells

As the generation of aneuploidy is strongly correlated with the presence of centrosome amplification (CA), we quantified centrosome area in normal B cells, preleukemia cells, and leukemia cells using TUBG staining. As we noted a very small phospho-histone H3-positive mitotic population in both preleukemia and B cell samples, we examined centrosome areas in non-mitotic cell populations, using a protocol modified from our previously published work [42]. We found significant alterations in centrosome area and nucleus area in preleukemia and leukemia samples (Fig. 5A). In addition, we measured centrosome amplification in mitotic and interphase BALB/c splenocytes and Eμ-Ret leukemia cells, using co-staining of pericentriolar material (pericentrin), internal centriole (centrobin) and microtubules (tubulin), to define centrosomes. All splenocytes contained either one or two centrosomes with normal size (Supplementary Fig. 7A). In contrast, centrosomes in Eμ-Ret leukemia cells exhibited either size (larger than 4 μm^2^) or numerical (>2 centrosomes per cell) abnormalities. Moreover, fragmentation of pericentriolar material, which is commonly seen in cancer cells [43], was also observed in mouse leukemic cells (Supplementary Fig. 7A). While the levels of abnormal centrosomes (size and number) detected in either interphase and mitotic splenocytes were low, close to half of the mitotic Eμ-Ret leukemia cells contained abnormal centrosome phenotypes (Supplementary Fig. 7B).

**Fig. 5:**
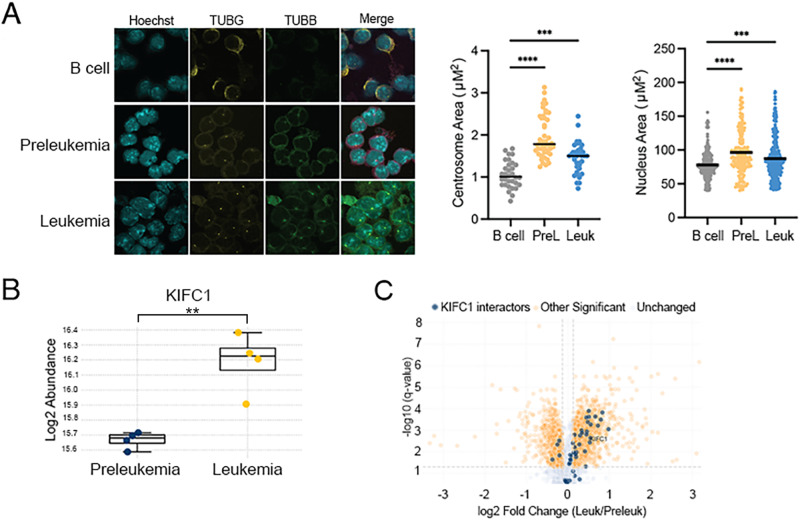
Centrosome phenotype in mouse splenocytes and aneuploid B-ALL cells. **A** Immunofluorescence analysis of primary B cell, preleukemia, and leukemia samples grown in ex vivo co-culture with stromal cells. Cells were stained with antibodies recognizing gamma-tubulin (TUBG) and beta-tubulin (TUBB) and counterstained with the nuclear dye DAPI. Quantification of centrosome area (*n* ≥ 30 cells) and nucleus area (*n* ≥ 200) was performed for each sample. Mass spectrometry analysis indicates differential protein abundance of **B** KIFC1 and **C** proteins known to interact with KIFC1 (highlighted with blue on Volcano plot) between preleukemia and leukemia samples sorted from Eμ-Ret mice (*n* = 4 for each). (** = *p* < 0.01, *** = *p* < 0.001; **** = *p* < 0.0001).

To maintain viability during mitosis, aneuploid cells adapt by clustering their extra centrosomes, a process that requires the kinesin-14 family protein KIFC1 [44–46]. As Eμ-Ret leukemia represents the emergence of a viable, consistently hyperdiploid cell population from a more numerically diverse aneuploid preleukemic cell pool, we hypothesized that KIFC1 would be enriched in leukemic samples. To investigate this, we performed proteomic analysis of sorted preleukemia and leukemia samples (*n* = 4 for each). KIFC1 was detected at significantly higher abundance in leukemic samples (Fig. 5B). Further supporting a role for this pathway in Eμ-Ret leukemia progression, several proteins known to interact with KIFC1 were similarly upregulated in leukemia samples (Fig. 5C).

### Targeting abnormal centrosomes selectively depletes the abnormal Eμ-Ret BCP cells

Reliance on centrosome clustering for viable cell division potentially renders aneuploid cells sensitive to inhibitors of proteins required for handling CA, including KIFC1 [47–51]. Therefore, we assessed the impact of KIFC1 inhibitors [52], as well as inhibitors of the mitotic kinases, aurora kinase A (AURKA) and polo-like kinase 1 (PLK1), on 2 primary Eμ-Ret leukemia samples and the 289 cell line. AURKA and PLK1 both have essential roles in mitotic spindle assembly and integrity and have been experimentally associated with a centrosome amplification gene signature (Supplementary Fig. 8) [53]. For KIFC1 inhibitors, we found that both primary leukemia samples showed a higher sensitivity to AZ82 (3.5 μM, 3.9 μM) in comparison to Griseofulvin (20.2 μM, 54.4 μM) and CW069 (363.7 μM, 261.5 μM) (Fig. 6A). Stromal cells were relatively insensitive to these agents. Eμ-Ret-derived cells were also highly sensitive to the PLK1 inhibitor (BI2536) and AURKA inhibitor (MLN8237) (Fig. 6A).

**Fig. 6:**
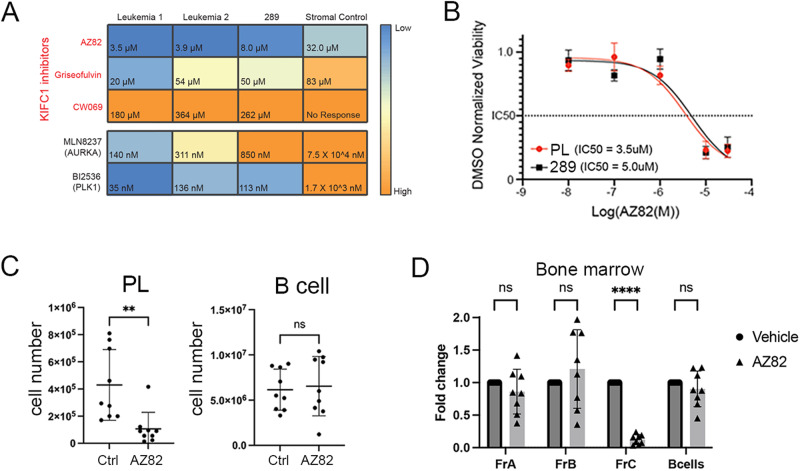
Depletion of abnormal Eμ-Ret BCP by targeting centrosome amplification. **A** Heatmap depicting the IC50 concentrations for KIFC1 inhibitors (AZ82, Griseofulvin, and CW069), AURKA inhibitor (MLN8237), and PLK1 inhibitor (BI2536) against two primary Eμ-Ret leukemia samples, the Eμ-Ret-derived 289 cell line, and stromal cells (control). IC50 values represent the mean of 3 replicate experiments. **B** Cell viability normalized to DMSO control in primary preleukemia (PL) and 289 cell line cell cultures treated for 72 h with serial dilutions of AZ82. IC50 value was determined with a linear regression curve, and is indicated by the dashed line (mean ± SEM, *n* = 6 replicates). **C** Preleukemia and normal B cell numbers in spleens from healthy adult Eμ-Ret mice treated with AZ82 or control. **D** BCP cell (Hardy fractions A, B and C), and B cell subset numbers in bone marrow from adult Eμ-Ret mice treated with AZ82 or control. (For **C**, **D**, results shown a mean ± SD, *n* = 9 for both). **p < 0.01, ****p < 0.0001.

As centrosome abnormalities are present in Eμ-Ret preleukemia cells, we hypothesized that the preleukemic population would be similarly sensitive to the inhibitor drugs. In AZ82 titration assays, the IC50 for preleukemic cells was comparable to that of 289 cells (Fig. 6B). Consistent with this in vitro sensitivity, i.p. administration of three doses of AZ82 or vehicle to 9 healthy, 5–7-week-old Eμ-Ret mice led to a significant depletion of preleukemic BCP cells, but not normal B cells, in the spleens of treated mice (Fig. 6C). Furthermore, analysis of BCP subpopulations in the bone marrow of these mice demonstrated that AZ82 achieved selective depletion of Fraction C, the late pro-B cell compartment dominated by preleukemic BCP cells in Eμ-Ret mice (Fig. 6D).

## Discussion

The Eμ-Ret mouse was one of the first transgene-driven models of BCP leukemia/lymphoma, providing early support for a two-hit pathway of B-ALL progression and modeling its frequent origin during fetal development [26–28]. In this study, we extend the description of Eμ-Ret leukemogenesis by demonstrating the emergence of leukemia bearing non-random chromosomal gains from a heterogenous pool of aneuploid preleukemic BCP cells. All trisomies in leukemia cells involved chromosomes 9, 12, 14, 15, or 17. While a single chromosome gain was frequently observed in preleukemic cells, the majority of leukemia samples possessed 2–4 trisomies. As with pediatric HD-ALL, chromosome losses occur less frequently, but were observed in karyotypic analyses. Hyperdiploidy was accompanied by centrosome amplification, which rendered both preleukemia and leukemia cells sensitive to inhibitors of centrosome clustering and multipolar spindle formation. Overall, these results establish the Eμ-Ret mouse as a novel model for investigating the genesis, selection, and outgrowth of this poorly understood pediatric B-ALL subtype.

A change in chromosome number is the only abnormality common to all HD-ALL patients and is often the only recognized leukemia-promoting aberration shared between diagnostic and relapse clones in individual patients [3, 19]. For these reasons, targeting the molecular adaptations that sustain hyperdiploid cell viability represents a rational strategy to improve outcomes for the HD-ALL patient population by further depleting the residual, often ancestral, clones that drive relapse. Centrosome amplification has long been regarded as a promising therapeutic target for aneuploid cancer cells [51]. We, and others, have shown that ALL cells show a high prevalence of centrosome amplification and are sensitive to agents that interfere with centrosome clustering [30, 54]. Here, our results significantly expand on those findings by demonstrating that a hyperdiploid preleukemic cell population is sensitive to inhibitors of centrosome clustering in vivo. This finding provides strong evidence that drugs targeting centrosome amplification could reduce the incidence of relapse by depleting the ancestral clones that drive disease recurrence in the majority of patients.

The majority of hyperdiploid karyotypes in HD-ALL are thought to result from a single aberrant mitotic event, which results in a clone that remains relatively stable through disease progression. However, deviations from the modal chromosome number have been reported in diagnostic HD-ALL samples, suggesting a possible role for chromosomal instability in disease development [7, 8, 11, 19]. The observation that Eμ-Ret preleukemia comprises a range of aneuploidy suggests that the heterogeneity of HD-ALL may reflect the differential progression rates of independently generated, long-lived preleukemic clones. Our data are consistent with an initiating abnormal mitotic event producing preleukemic populations with randomly generated whole-chromosome gain(s) or loss(es). Individually, these aneuploid genotypes induce selective pressures, such as an intrinsic negative selection due to gene dosage effects [55] or extrinsic selection imposed by immune surveillance. Our findings support that certain chromosome configurations (e.g. +17, +9 in Eμ-Ret mice) are more advantageous for leukemogenesis, while most aneuploid combinations detected within preleukemic BCP cells are likely detrimental and lead to a failure to overcome the intrinsic and extrinsic pressures. Changes in the strength or nature of the selective pressures, such as the immune deficiency of NSG mice, may enable the progression of clones that would be otherwise unlikely to survive.

The cellular mechanism that generates the initial aneuploidy in human B-ALL remains unknown. In the case of Eμ-Ret mice, the *Ret* fusion gene is the driver of HD-ALL. Although sub-clonal mutations in *Ret* have been reported for the iAMP21 B-ALL sub-type [16], it has not been implicated in HD-ALL and mechanisms through which it could enable aneuploidy remain unknown. While aneuploidy is not a hallmark of Ret-driven malignancies, the RET/PTC fusion protein has been shown to generate nuclear envelope irregularity [56], which has been linked to genome instability [57, 58]. Intriguingly, the single reported B-ALL patient with a *RET* gene fusion presented with a near tetraploid karyotype [59]. It will be of interest to determine if Eμ-Ret transgene expression generates nuclear envelope changes or other abnormalities detected in human HD-ALL blasts [9, 10], in BCP cells. A perhaps more likely mechanism by which the *Ret* transgene could enable HD-ALL leukemogenesis is by establishing tolerance to aneuploidy in BCP cells, leading to the formation of a pool of preleukemic cells that would otherwise have been eliminated [60]. Interestingly, Stat3 activation, which is induced by Ret signaling [61], has been reported to regulate centrosome clustering [62]. Other downstream effects of oncogenic Ret signaling could also contribute to the generation of a tolerant phenotype [63]. Understanding the precise nature of the transgene-mediated pro-leukemic activities will be essential to determine which aspects of human HD-ALL leukemogenesis are most accurately modelled in Eμ-Ret mice.

Second hit mutations identified in HD-ALL are generally sub-clonal and heterogenous, with even those affecting the Ras pathway occurring in only ~30% of HD-ALL patients [22, 24]. Eμ-Ret leukemia similarly lacks a characteristic mutation signature. Structural deletions affecting *Ebf1* and *Ikzf1*, two lymphoid transcription factors identified as frequent targets of second hit mutations in pediatric B-ALL [2, 5], suggest shared leukemogenic processes between human and murine HD-ALL. Consistent with this hypothesis, transition from preleukemia to leukemia in Eμ-Ret mice was marked by changes in expression of many genes implicated in human B-ALL, resulting in alteration of an similar array of cellular pathways [9, 10]. The notable absence of Ras pathway mutations in Eμ-Ret leukemia may reflect the oncogenic activity of the *Ret* transgene. Ret fusion proteins have been shown to activate several downstream signaling pathways, including Ras, in solid tumours and leukemia [61, 64]. In medullary thyroid cancer, *RET* and *RAS* driver mutations are mutually exclusive [65], and a similar relationship may exist in Eμ-Ret B-ALL.

The presence of additional chromosome 17 copies in all Eμ-Ret leukemia samples echoes the usual occurrence of multiple copies of chromosome 21 in pediatric HD-ALL and may reflect an essential gene dosage effect. While mouse chr 16 is generally regarded as the homolog for human chr 21 based on syntenic regions, trisomy 16 is associated with reduced competitive fitness of HSCs from mouse fetal liver [60]. Human chromosome 21 also shares an orthologous region with mouse chromosome 17, which has been identified as a major determinant of Down syndrome-related developmental cognitive deficits [66]. A role for this region in leukemogenesis has yet to be reported, but the restricted and reproducible pattern of numerical changes observed in Eμ-Ret leukemia may provide the means for identifying the critical interactions that generate, select, and sustain aneuploid B cell precursors.

Overall, these results establish Eμ-Ret mice as the first experimental model of HD-ALL, the most common pediatric malignancy. Further, the study demonstrates the utility Eμ-Ret mice for investigating novel strategies to deplete leukemia-initiating and -propagating cells in a consistent model of B-ALL bearing non-random chromosomal gains. Our findings suggest considerable shared biology that could enable a detailed unveiling of the HD-ALL leukemogenesis and clonal evolution, including the role of immune surveillance mechanisms. Such investigations could reveal novel vulnerabilities associated with hyperdiploidy and supernumerary chromosomes that could be targeted for treatment of the significant number of HD-ALL patients who suffer a relapse despite the generally good prognosis associated with this leukemia.

### Supplementary information

Supplemental Material

## Data Availability

RNA-seq data from this study has been deposited in the NCBI GEO repository (accession number GSE257537). Other datasets generated and/or analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: The Eμ-Ret mouse is a novel model of hyperdiploid B-cell acute lymphoblastic leukemia
**Source:** Leukemia. 2024 Mar 22;38(5):969–80. doi: 10.1038/s41375-024-02221-x
**Supplement:** Supplementary file 1 — Supplemental Material

**Supplemental Material**

**Additional Methods**

**Real-Time Reverse Transcriptase-Polymerase Chain Reaction**

Quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR) was used to measure *Ikzf1* and *Ebf1* gene expression in the leukemic samples subject to OGM analysis. Leukemia sample R625-2 was used as the baseline to detect for changes in gene expression resulting from genomic deletions. RNA extraction was performed using RNeasy plus mini kit (Qiagen), according to the manufacturer’s protocol. For cDNA synthesis 200 ng of total RNA and SuperScript IV VILO cDNA synthesis master mix kit with ezDNase (Thermo Fisher Scientific™) was used. Real-Time PCR was performed in duplicate using the QuantStudio™ 5 Instrument (Thermo Fisher Scientific™) and SYBR Green PCR master mix for detection. Primer sequences are as following: *Ikzf1*-F-5’-AAGAGCGATGCCACAACTAC-3’, *Ikzf1*-R-5’-GTCTTCTGCCATCTCGTTGT-3’, *Ebf1*-F-5’-TCGTACAAGTCCAAGCAGTTC-3’, *Ebf1*-R-5’-GGAATGACCTTCTGTAACCTCTG-3. Relative expression of the target genes was calculated by 2 ^–∆∆Ct^method and *Gapdh* was use as a reference gene.

**Whole Exome Sequencing**

Exome library preparation was performed using the Agilent SureSelectXT Mouse All Exon Kit. Purification of the captured library were achieved by binding to MyOne Streptavidin T1 Dynabeads and enriched via off-bead PCR amplification in the linear range. Sequencing (2x100 bp) was performed with a 6-bp index read using the TruSeq SBS Kit v3 on an Illumina HiSeq 2500. Fastq files were generated through BcltoFastq 1.8.4. BWA version 0.7.4. was utilized to align the sequence data to the mouse reference genome (GRCm38.71). Conversion steps were carried out using SAMtools followed by the removal of duplicate reads. Local realignment around indels, SNP-calling, annotation, and recalibration was facilitated by GATK 2.4.9. Moreover, mouse dbSNP138 and dbSNP were used as training datasets for recalibration. The final variation calls were annotated by Variant Effect Predictor (VEP) using the Ensembl database (v70) and imported to a MySQL database for further analysis. Somatic calls were produced using MuTect (Cibulskis) and VarScan (Koboldt). VarScan2 filters were applied as suggested. Only results with at least 9% difference in allele frequency between sample and control were kept for further analysis.

**Karyotyping**

Cells were transferred to a THC (Trypsin-EDTA/Hypotonic/Colcemid) solution at a concentration of approximately 1million cells per mL. THC tubes were incubated at 37^o^C for 15 minutes and spun at 190 RCF for 10 minutes, followed by removal of the supernatant to a volume of 1 mL. Cells were re-suspended and a Carnoy’s fixative (3:1 methanol/acetic acid) was added drop-wise using a vortex, to avoid cell clumping. The process of centrifugation and fixation is repeated 2-3 times until a clean cell pellet is obtained. Metaphase chromosome preparations were then obtained by dropping fixed cell suspension on pre-cleaned microscope slides. Slides are manipulated to ensure optimal spreading of the chromosomes and then over-layered with fresh Carnoy’s fixative. Slides were aged from 1-3 days at room temperature prior to staining. Slides were stained using Trypsin-Giemsa Banding (1.5 mL Trypsin/ 50 mL EDTA Versene Buffer), and analyzed using Metasystems Ikaros software. Karyotypes were prepared for all analyzed cells.

**Proteomic analysis**

Prepared samples were processed for clean-up and trypsin digestion using SP3 through the addition of Sera-Mag Speed Beads. Briefly, the samples were mixed with SP3 beads mixture of hydrophilic and hydrophobic (1:1 ratio (v/v)) in 50mM HEPES, pH 8.0 and binding was initiated by the addition of nondenatured ethanol. After washing with 90% ethanol, proteins were digested with trypsin (1:50 ratio (v/v)) in 50mM HEPES, pH 8.5 at 37 °C overnight. The additional processing and cleanup of SP3-processed tryptic peptides was performed for subsequent MS analysis using SepPak C18 according to the manufacturer’s instructions.

Data was acquired by Data-independent acquisition (DIA) consisting of a MS1 scan from 300 to 1650 m/z (AGC target of 3e6 or 60 ms injection time), and resolution of 120,000 and a twenty-four-variable window format for MS2, (AGC target 3e6, resolution 30,000, auto for injection time), and stepped collision energy of 10% at 25%. Spectra were processed for identification, quantification and statistical analyses using Spectronaut with default settings. Two missed cleavages, carbamidomethyl cysteine was defined as fixed modification and methionine oxidation as well as N-terminal acetylation were defined as variable modifications. An FDR of less than 1% at peptide and protein level was enforced.

**Statistical Methods**

For Figure 1B, peripheral blood BCP cell burdens (expressed as number of BCP cells per ml of blood) were first log-transformed due to the skewed distribution. To evaluate the association between age (in days) and BCP cell counts, a piece-wise linear model was constructed with one slope before day 65 and another slope afterwards. Significant slopes would suggest BCP expansion is age-dependent. Peripheral blood percentages were also log-transformed and then analyzed using a linear mixed effects model was constructed to test the difference in the rates of change in peripheral blood percentages (log scale) over time between the two groups. The model included group, day, and group-by-day interaction as fixed effects, and included a random intercept and a random slope for each mouse. A significant group-by-day interaction would suggest that the outcome (log scale) changes at different rates for the two comparison groups.

Supplemental Table 1: SNV detected by WES

**Supplemental Table 1. SNVs detected in Eμ-Ret-derived abnormal BCP cells**

| **Gene** | **SNV** | **Leukemia**  **(out of 5)** | **Preleukemia**  **(out of 5)** | **Function** |
| --- | --- | --- | --- | --- |
| Cdh11 | Gly86Val  Val147Asp | 1  1 | 0 | Cell adhesion |
| Cps1 | Glu255Gly | 2 | 0 | Mitochondrial metabolism |
| Il1r1 | Ala71Val | 1 | 0 | Inflammation |
| Tnfsf14 | Gly64Arg | 1 | 0 | Immune response |
| Ifna14 | Ifna14 | 1 | 0 | Immune response |
| Prdx2 | Phe47Ile; Asp153His; Asp189Tyr | 1 | 0 | Antioxidant |
| Ifna6, | Thr145Lys  Val171Ile | 2  0 | 0  1 | Immune response |
| Ifna11 | Val171Ile | 2 | 1 | RNA splicing |
| Bud31 | Arg104Cys | 2 | 2 | RNA splicing |
| Mfsd5 | Ala346Val | 2 | 2 | Ion transport |
| Fus | Ser109Arg;Lys180Asn  Ser109Arg | 0 | 1  1 | Transcription |
| Rpsa | His131Arg  Ile159Met | 0 | 1  1 | Translation, adhesion |
| Rac1 | Ala144Val | 0 | 1 | GTPase |
| Fat4 | Ile3436Thr | 1 | 0 | Cell polarity |
| Tnfsf14 | Gly64Arg | 1 | 0 | Lymphoid activation |
| Lax1 | Pro67Ser | 1 | 0 | B cell activation |

**Supplemental Table 2A: Significantly down-regulated genes (FDR < 0.05, log2 fold change < 0)**

**
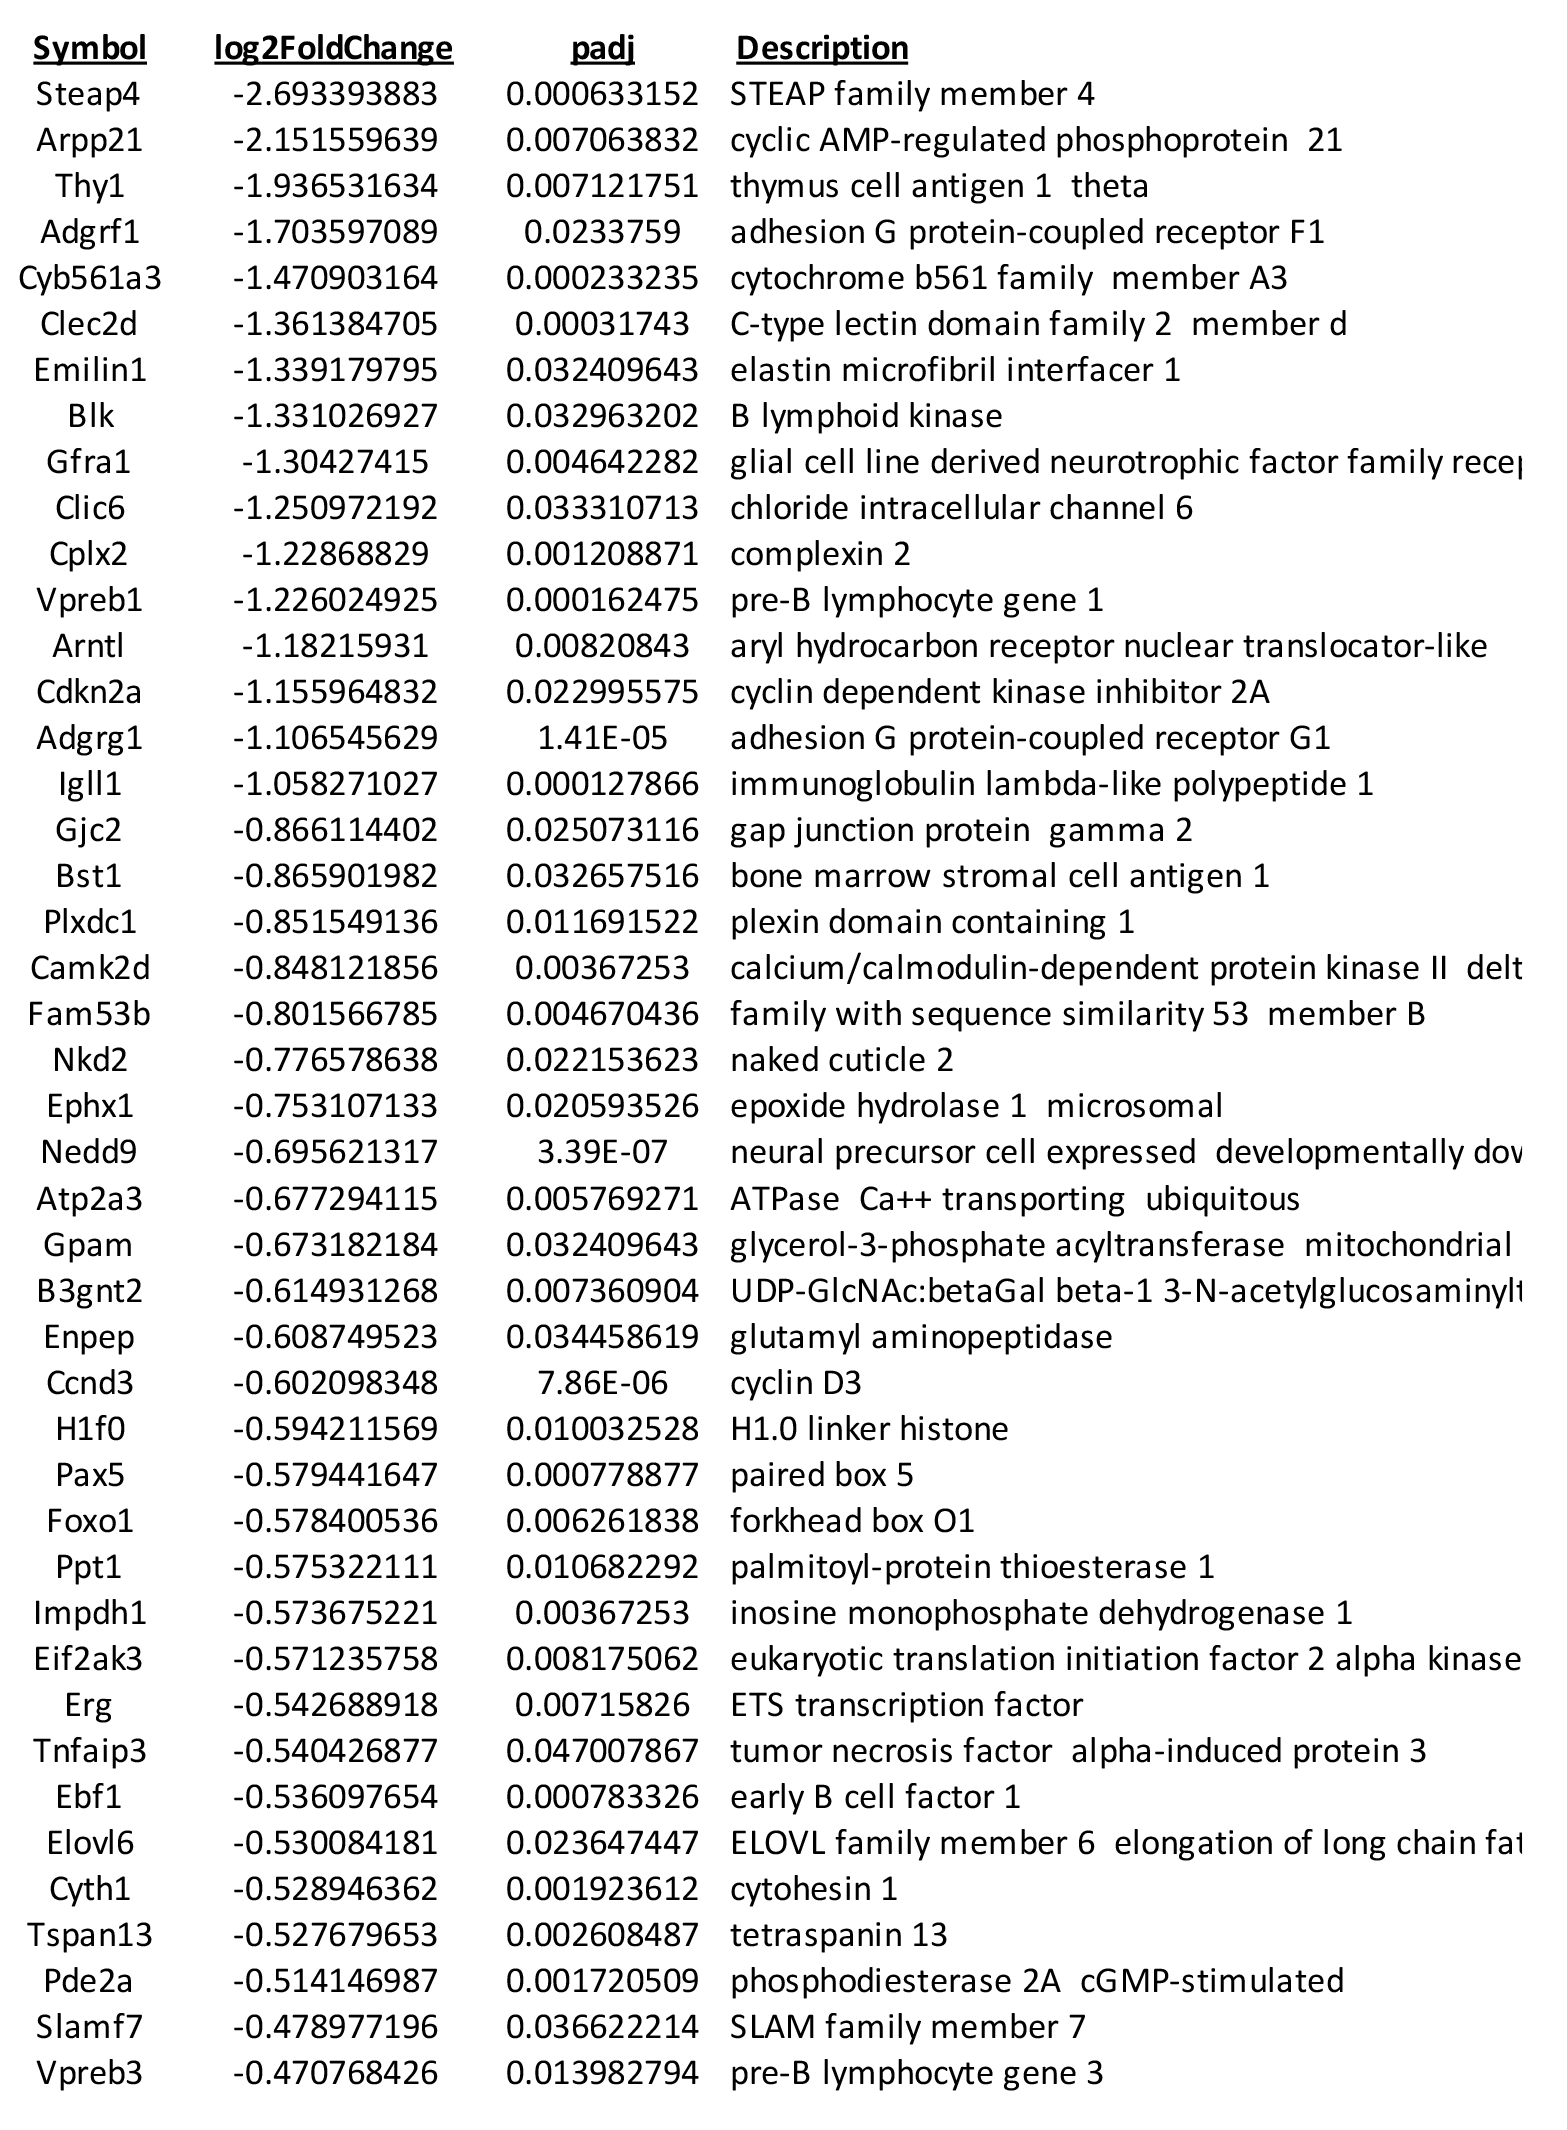
**

**Supplemental Table 2B: RNA-seq significantly up-regulated genes (FDR < 0.05, log2 fold change > 0)**

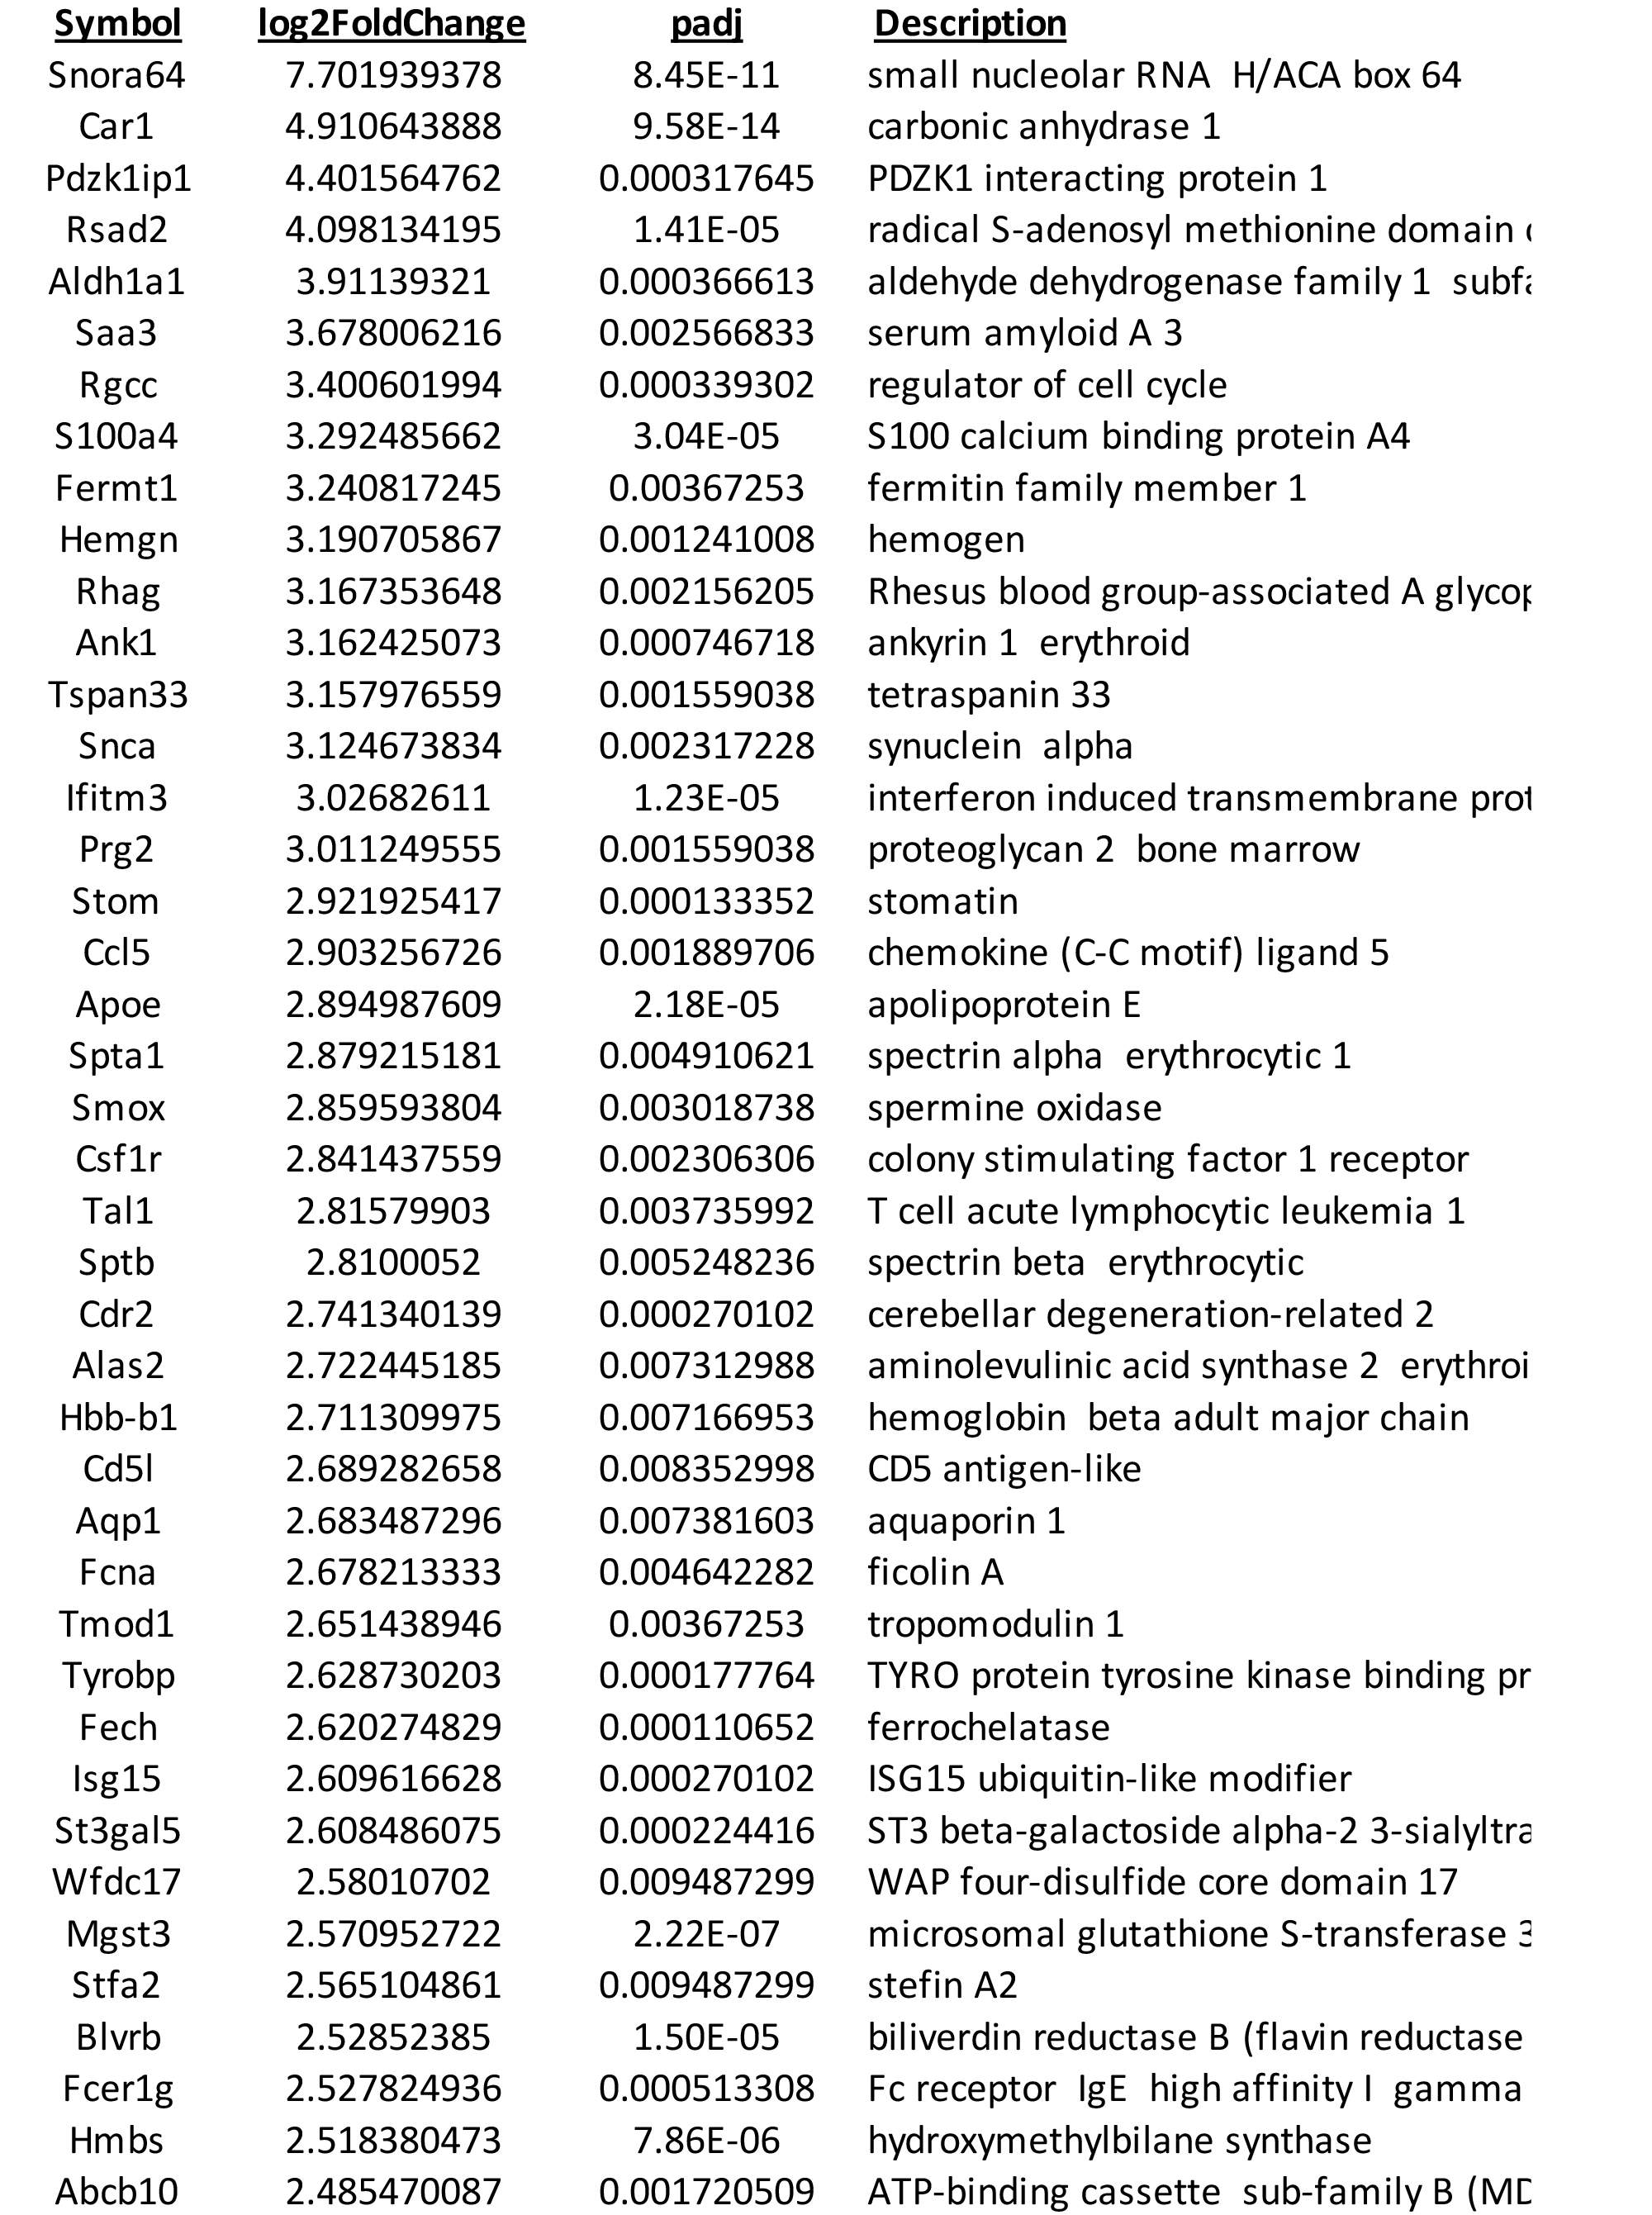

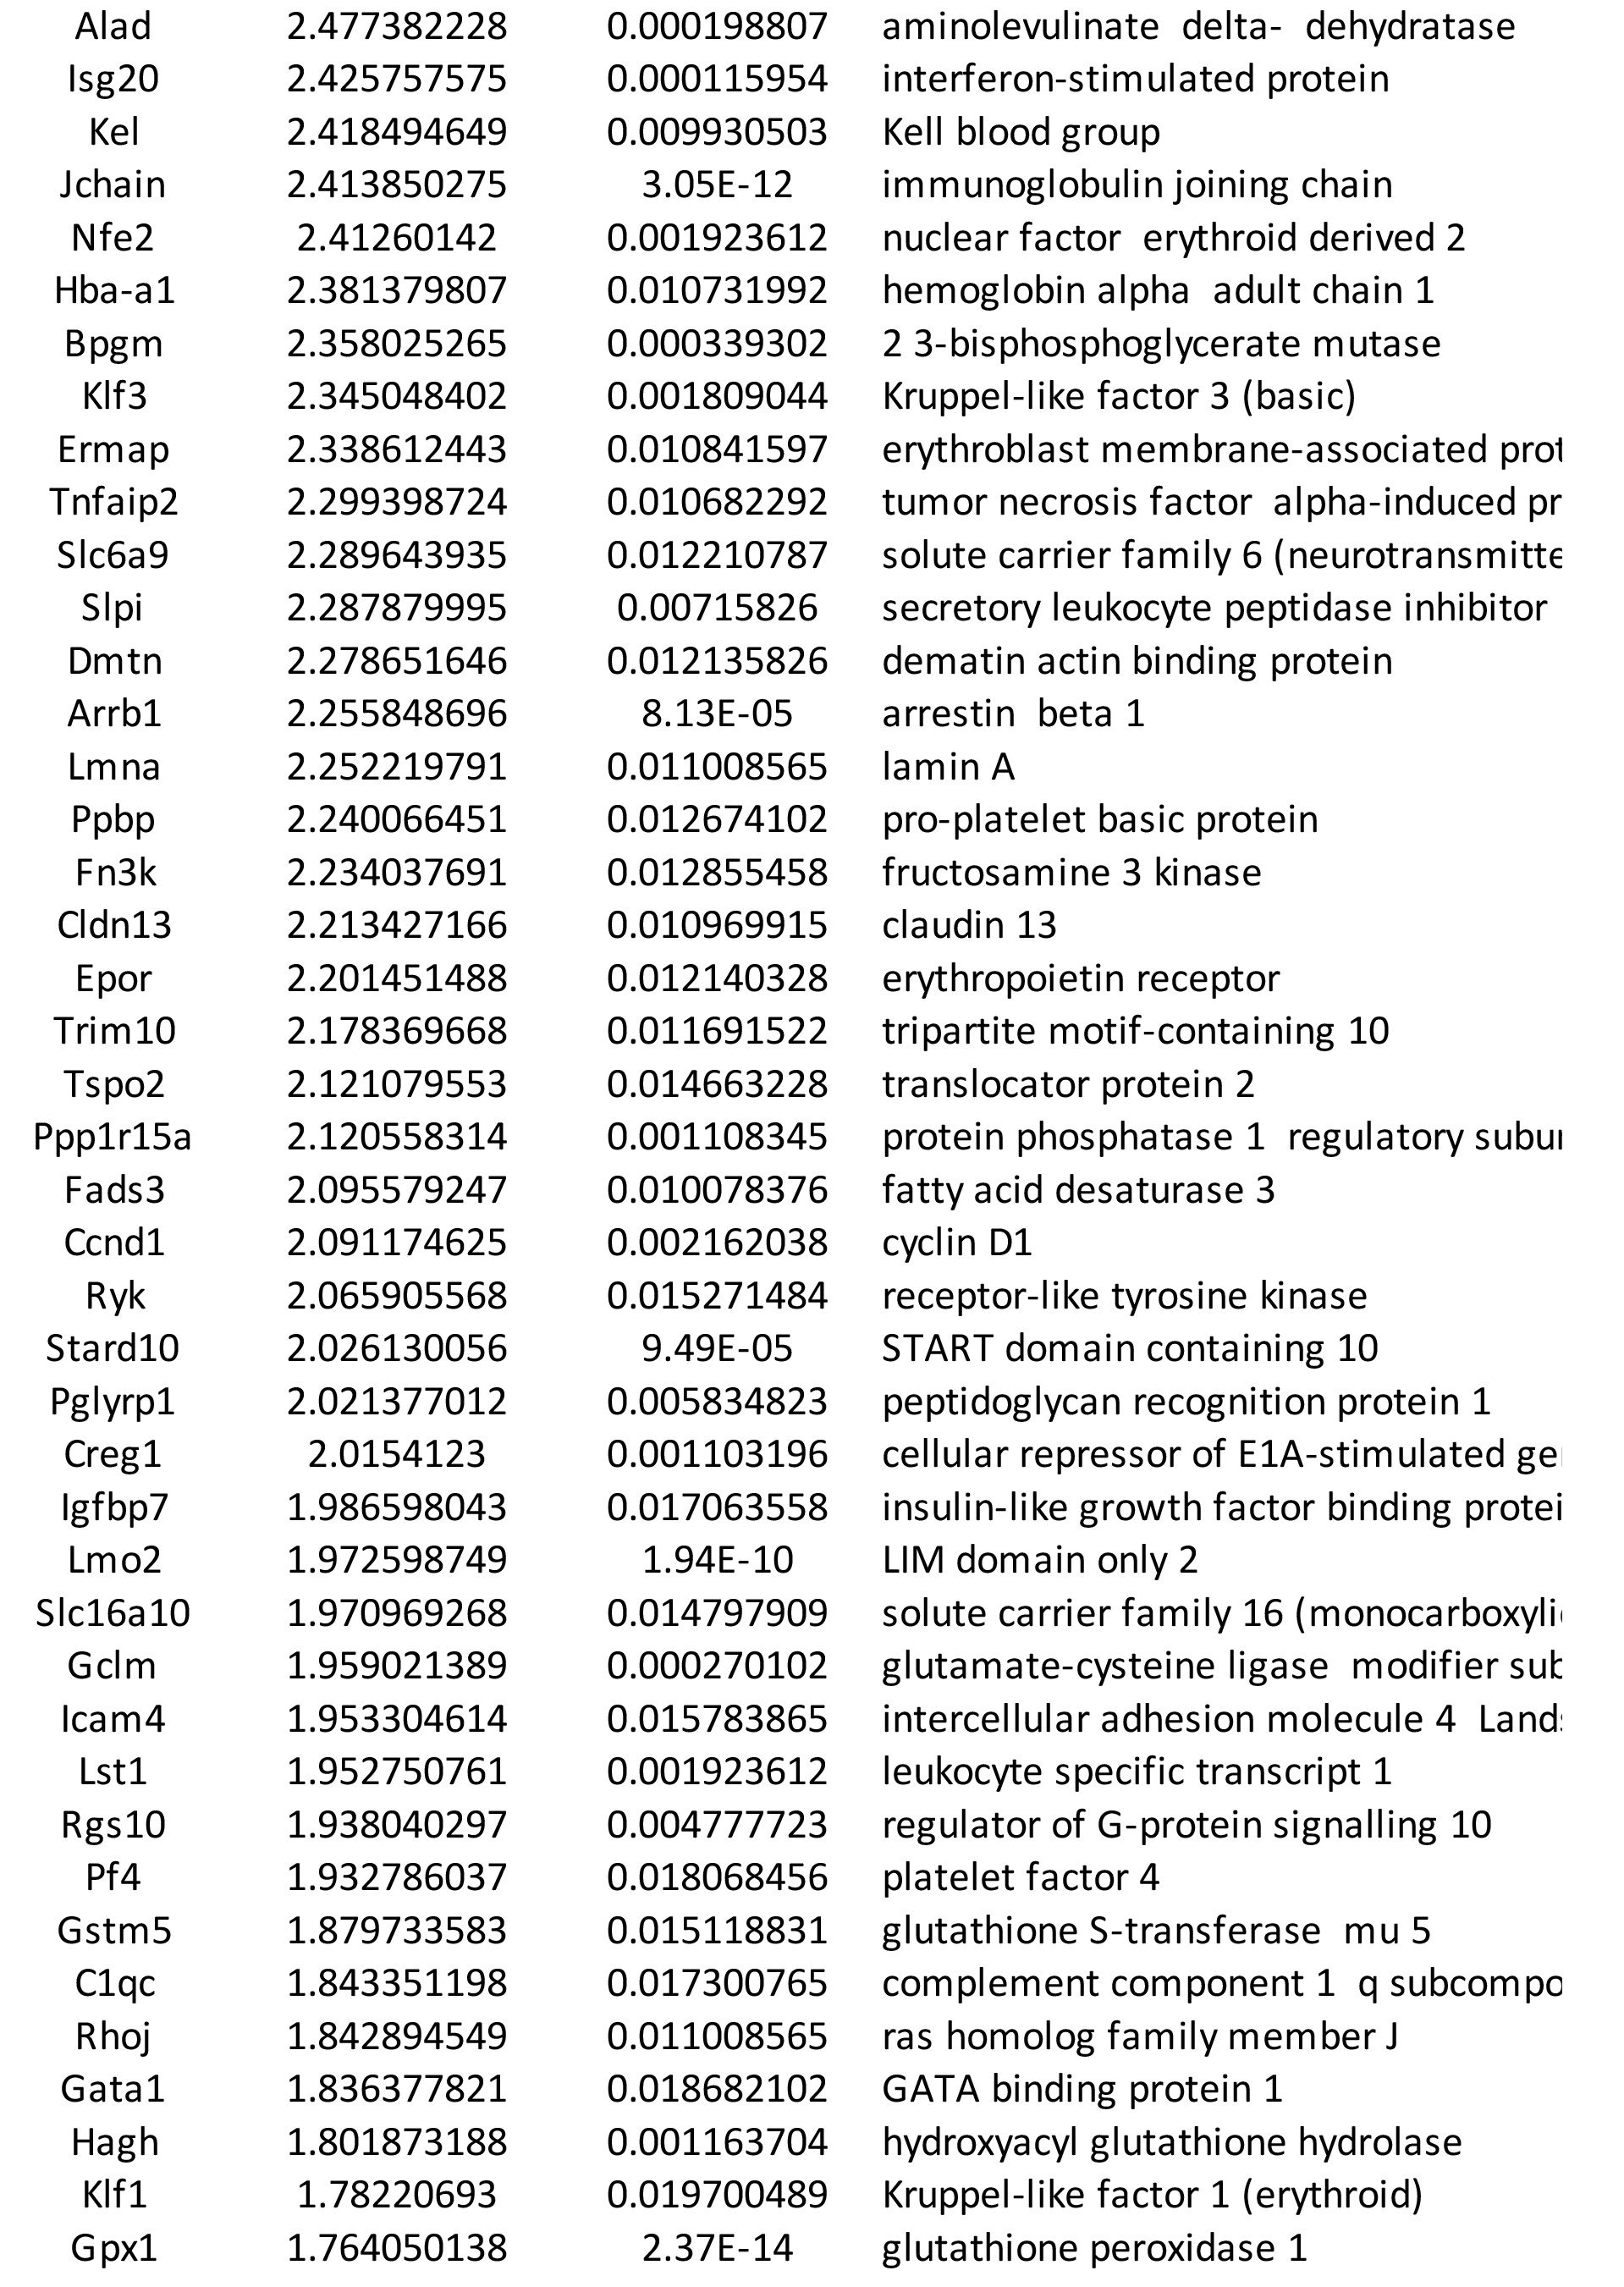

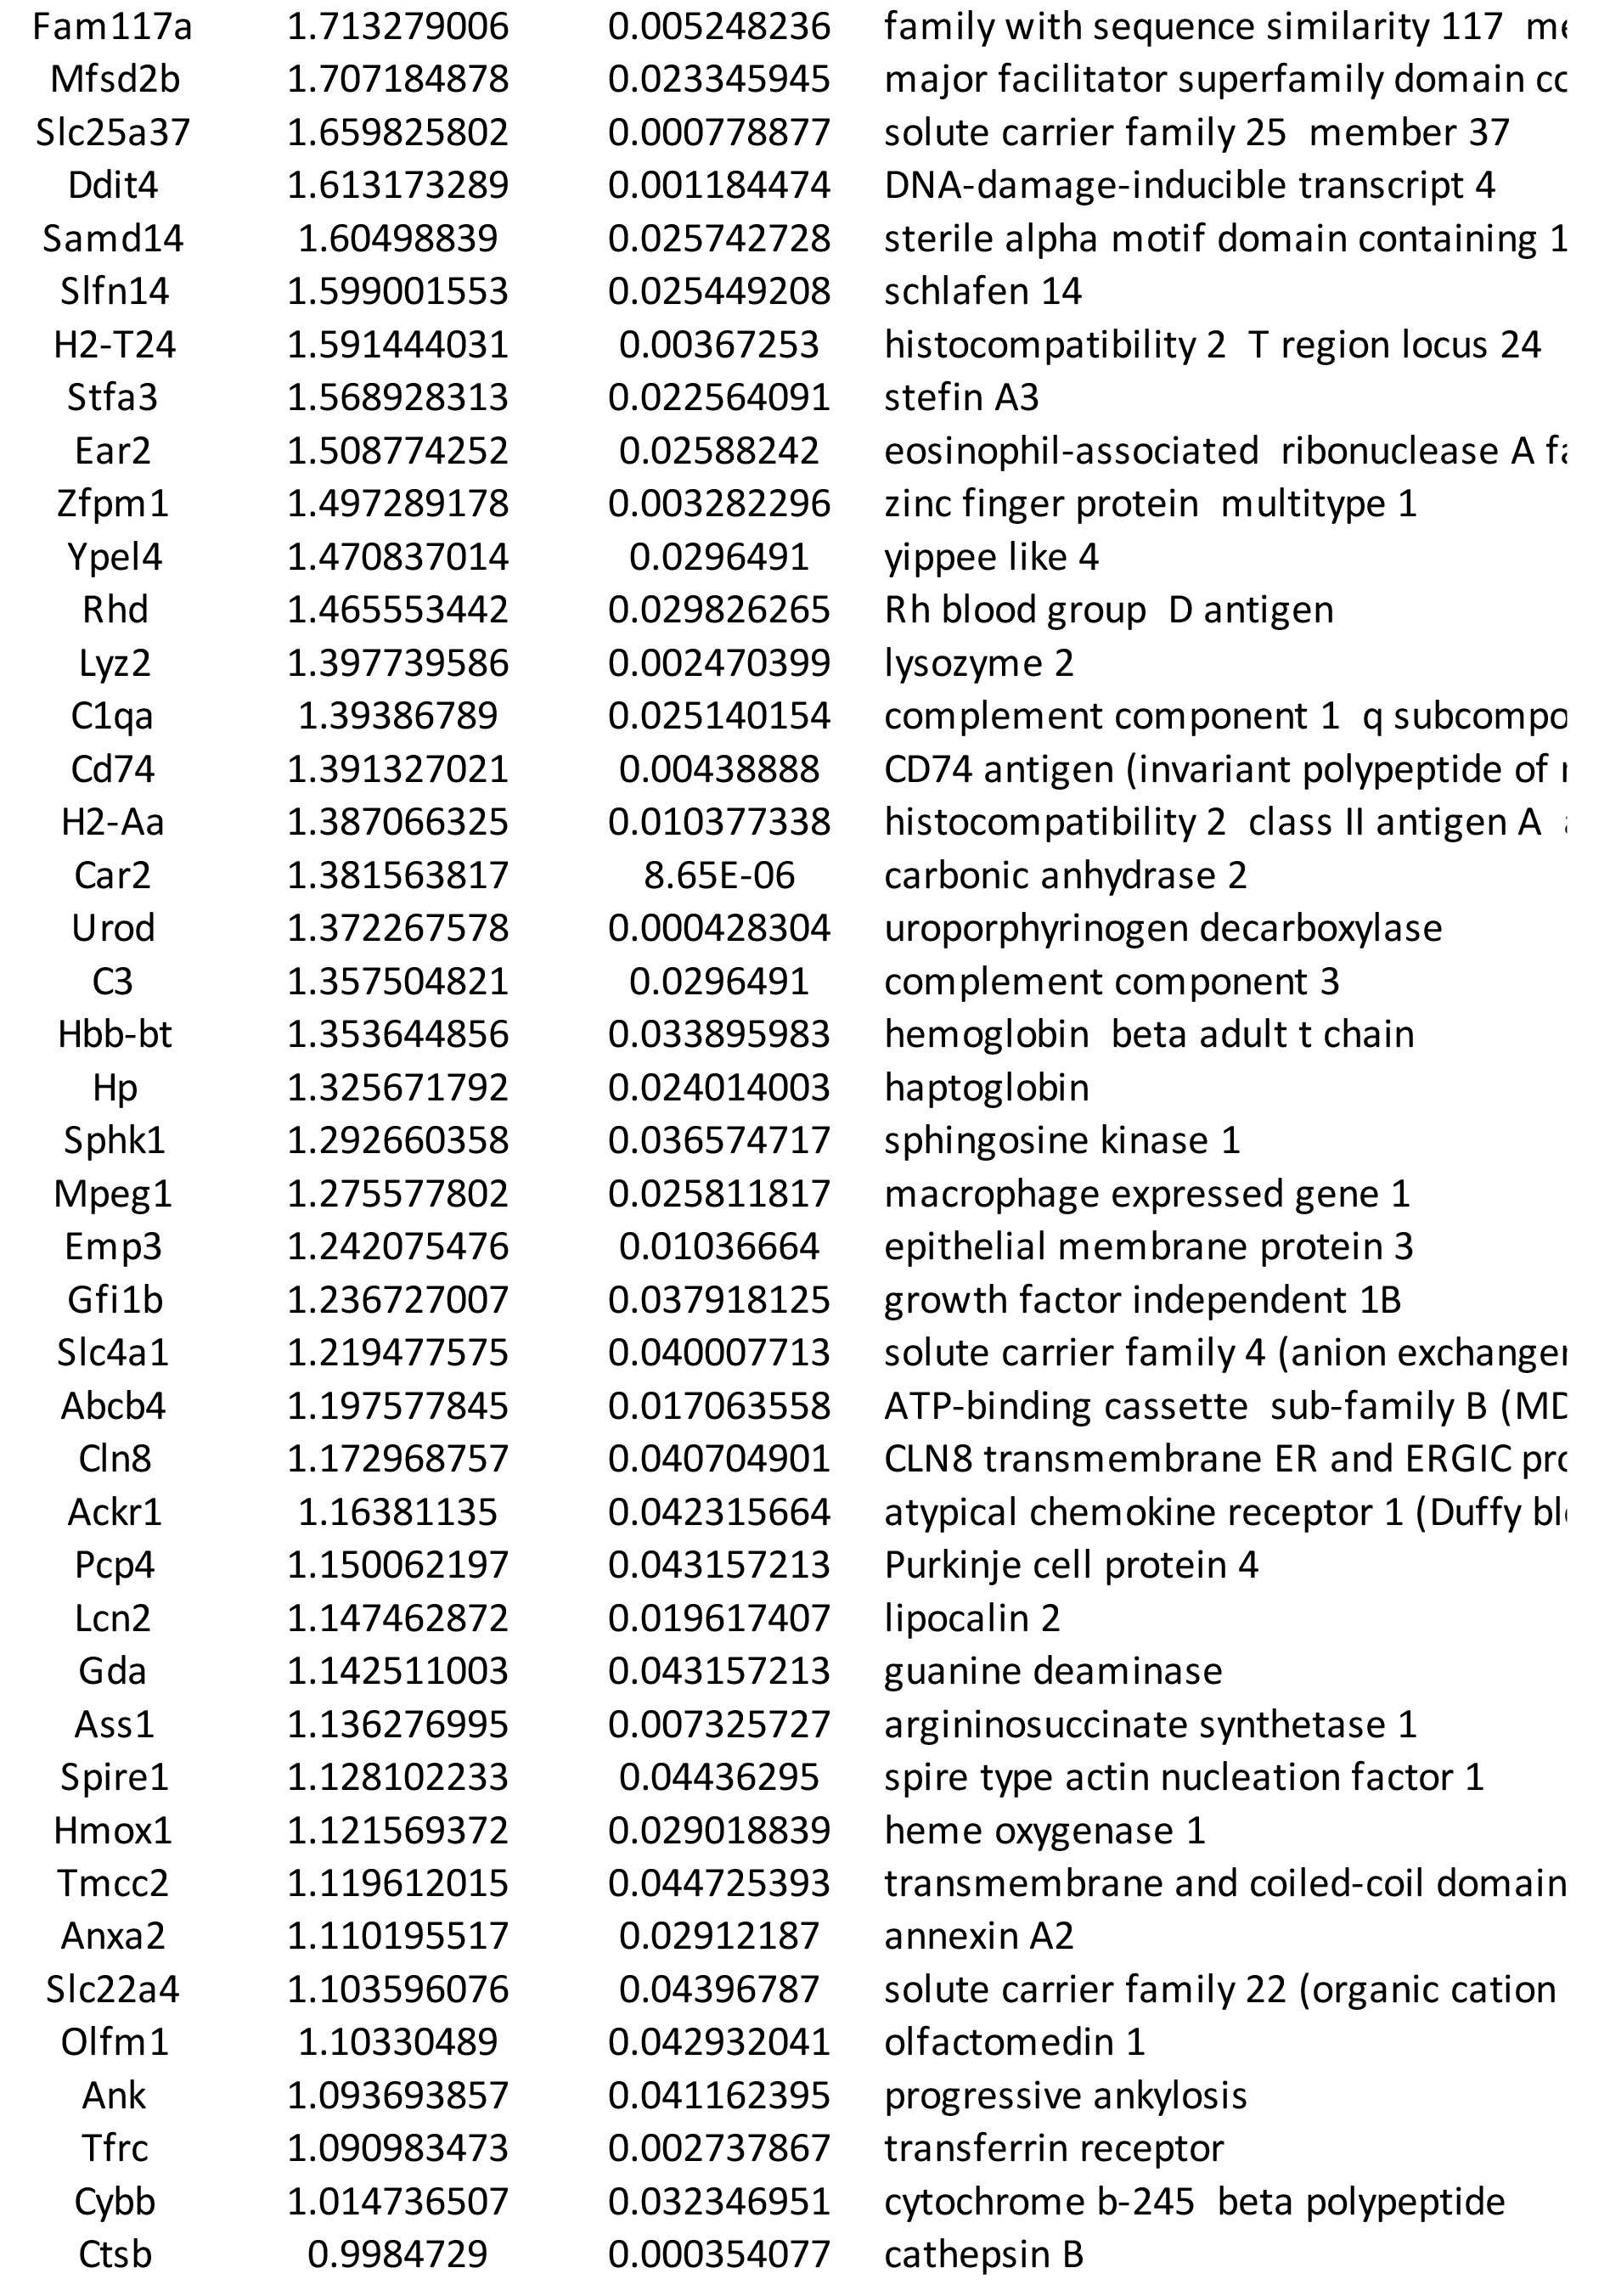

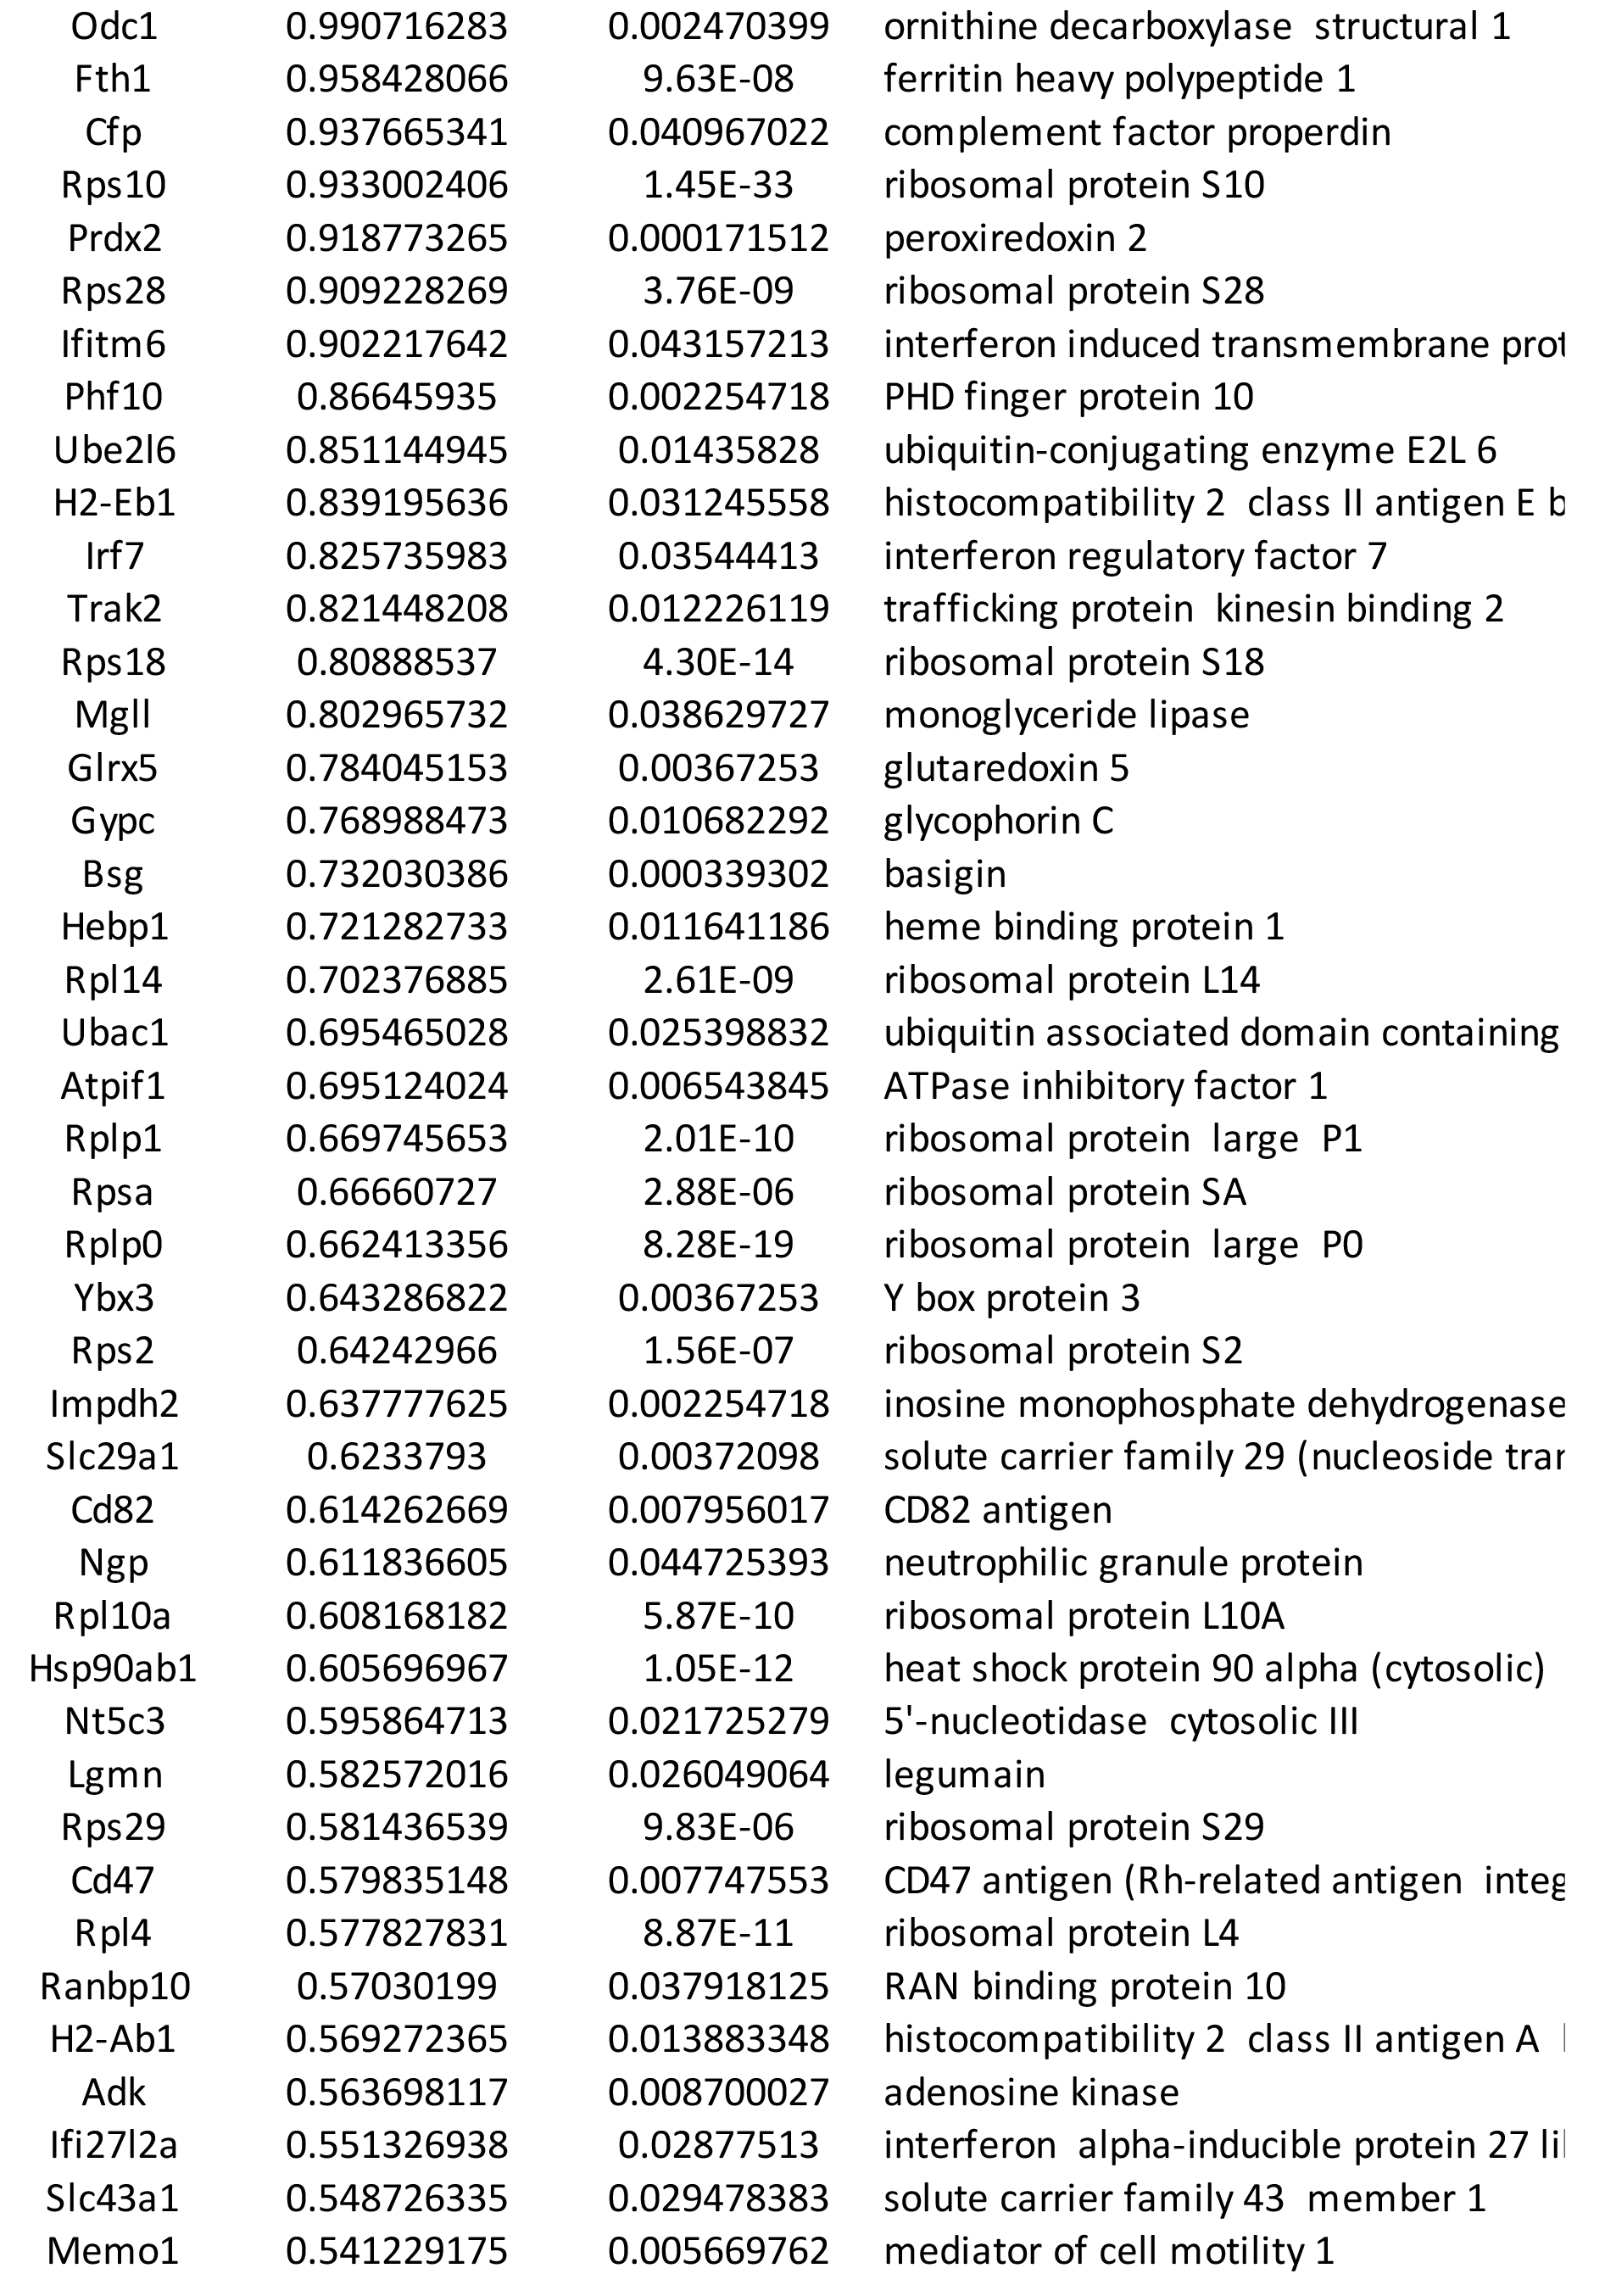

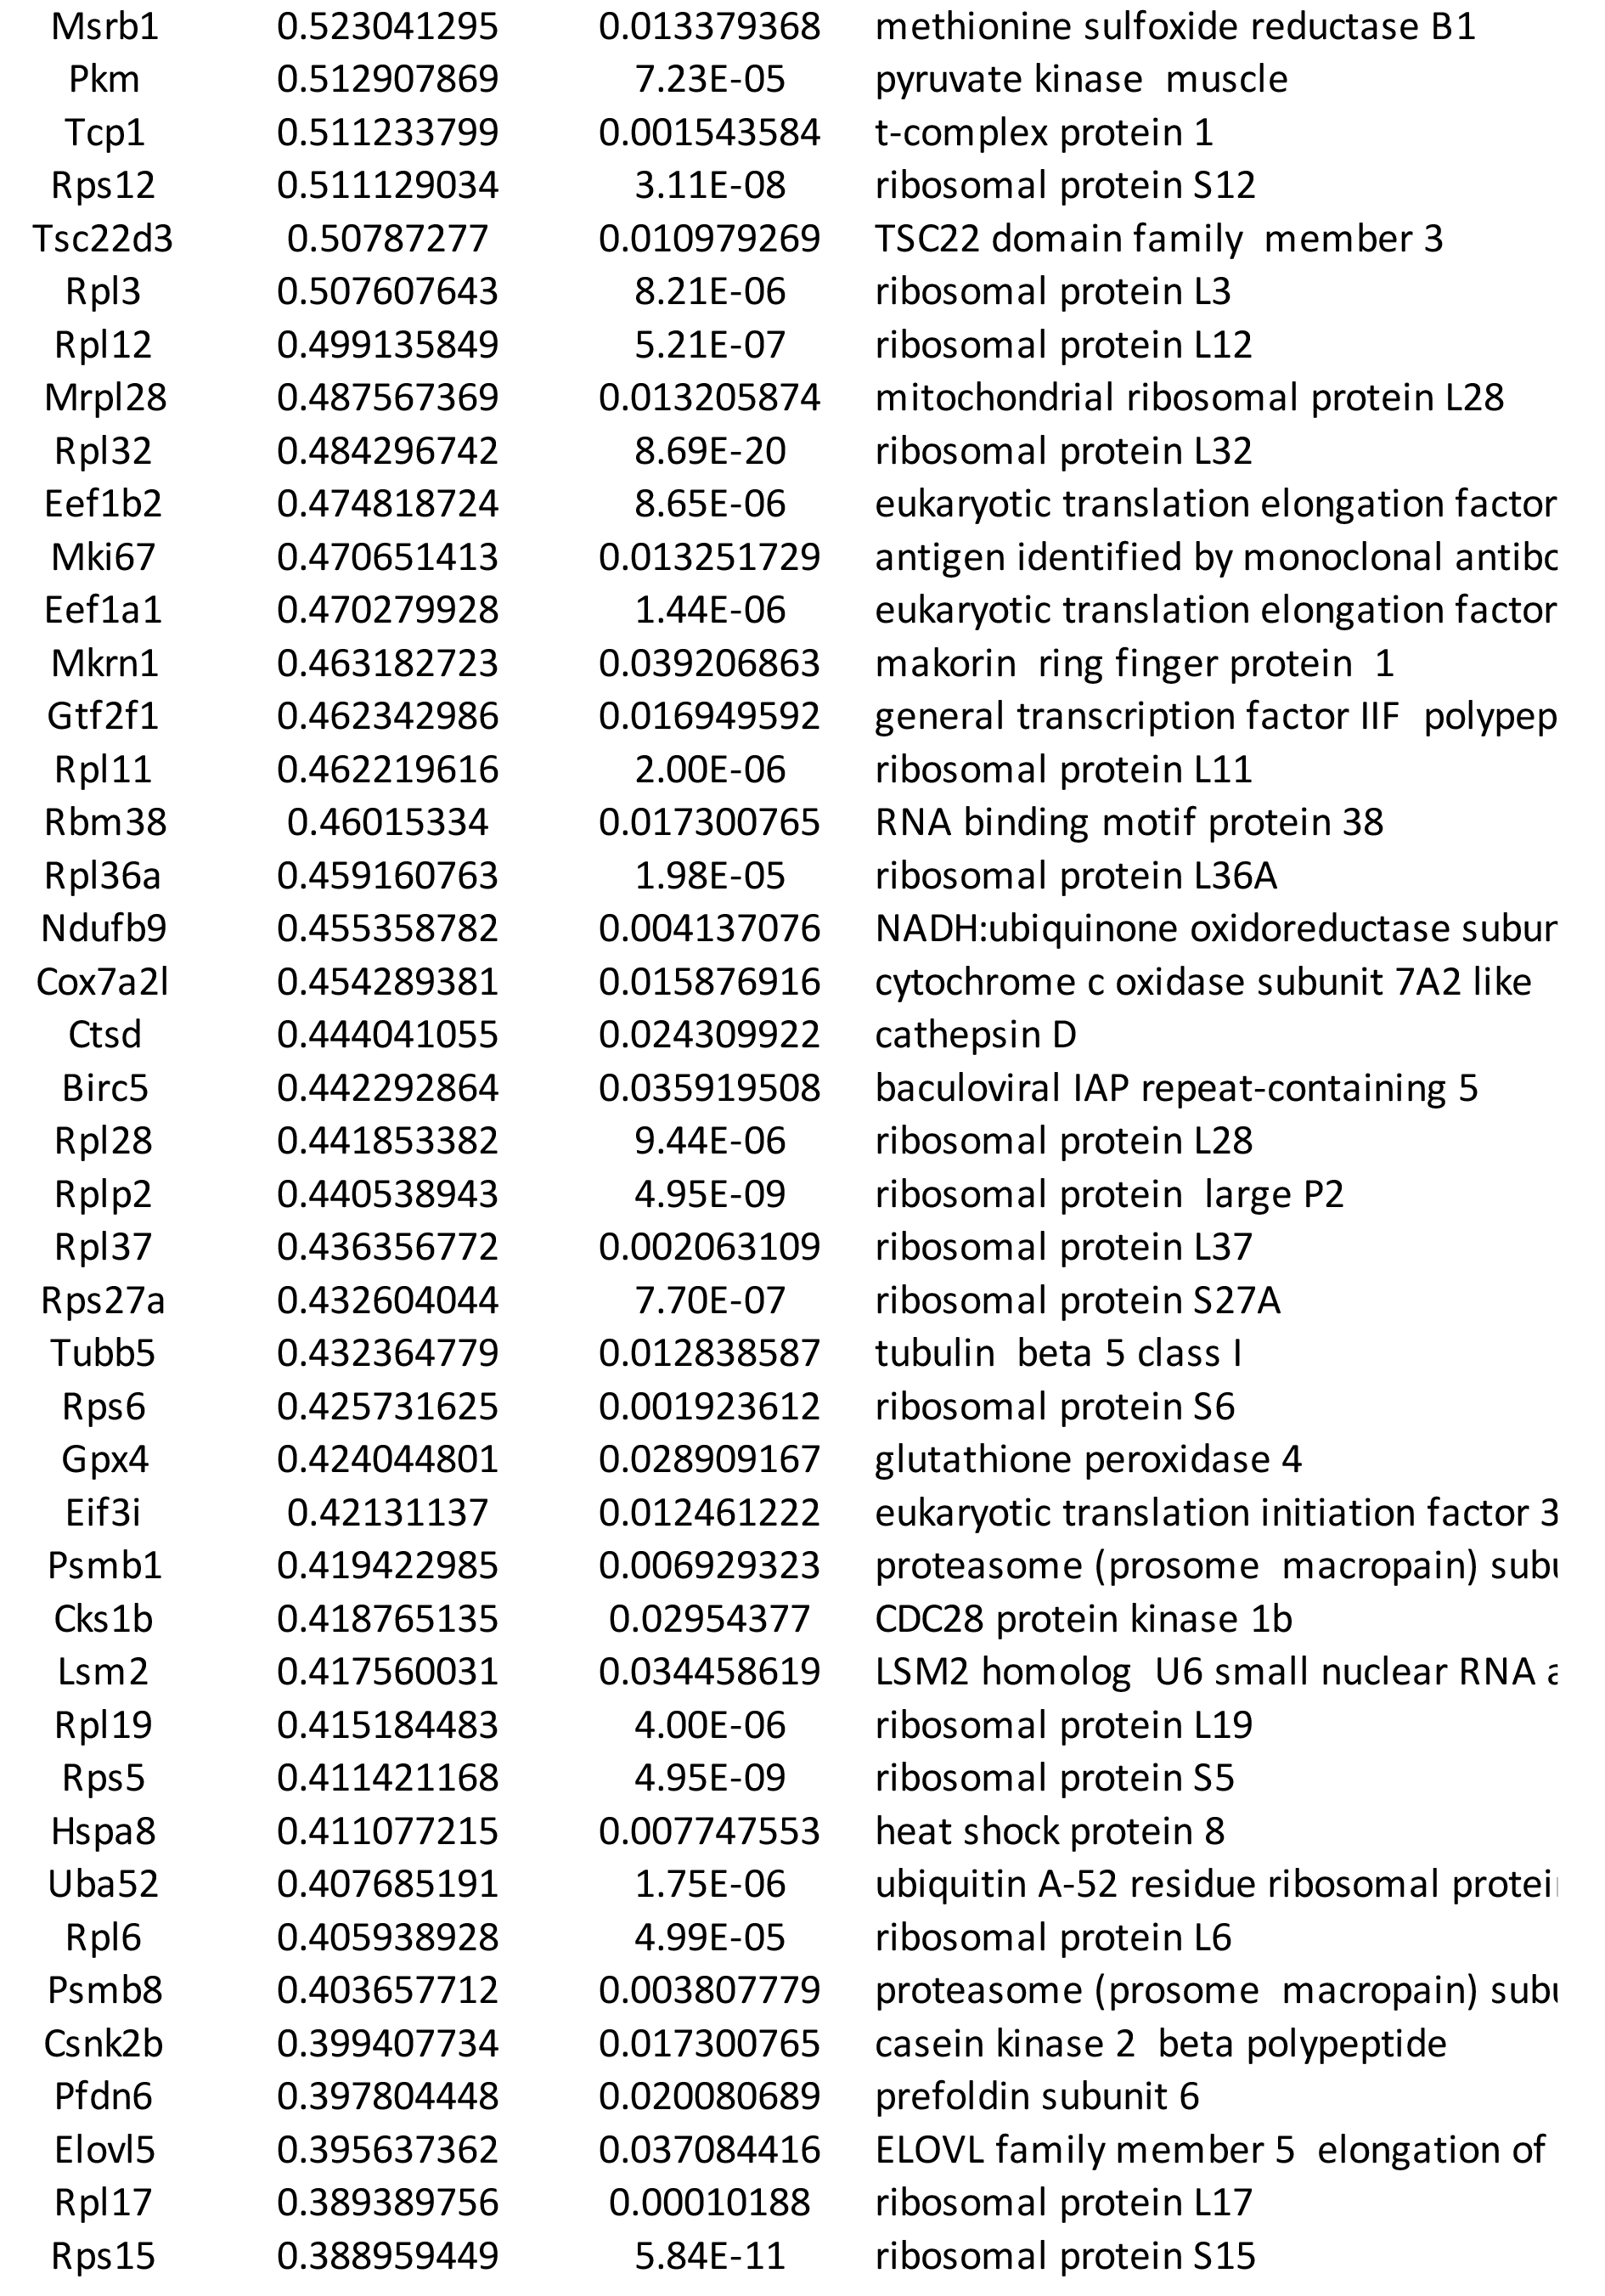

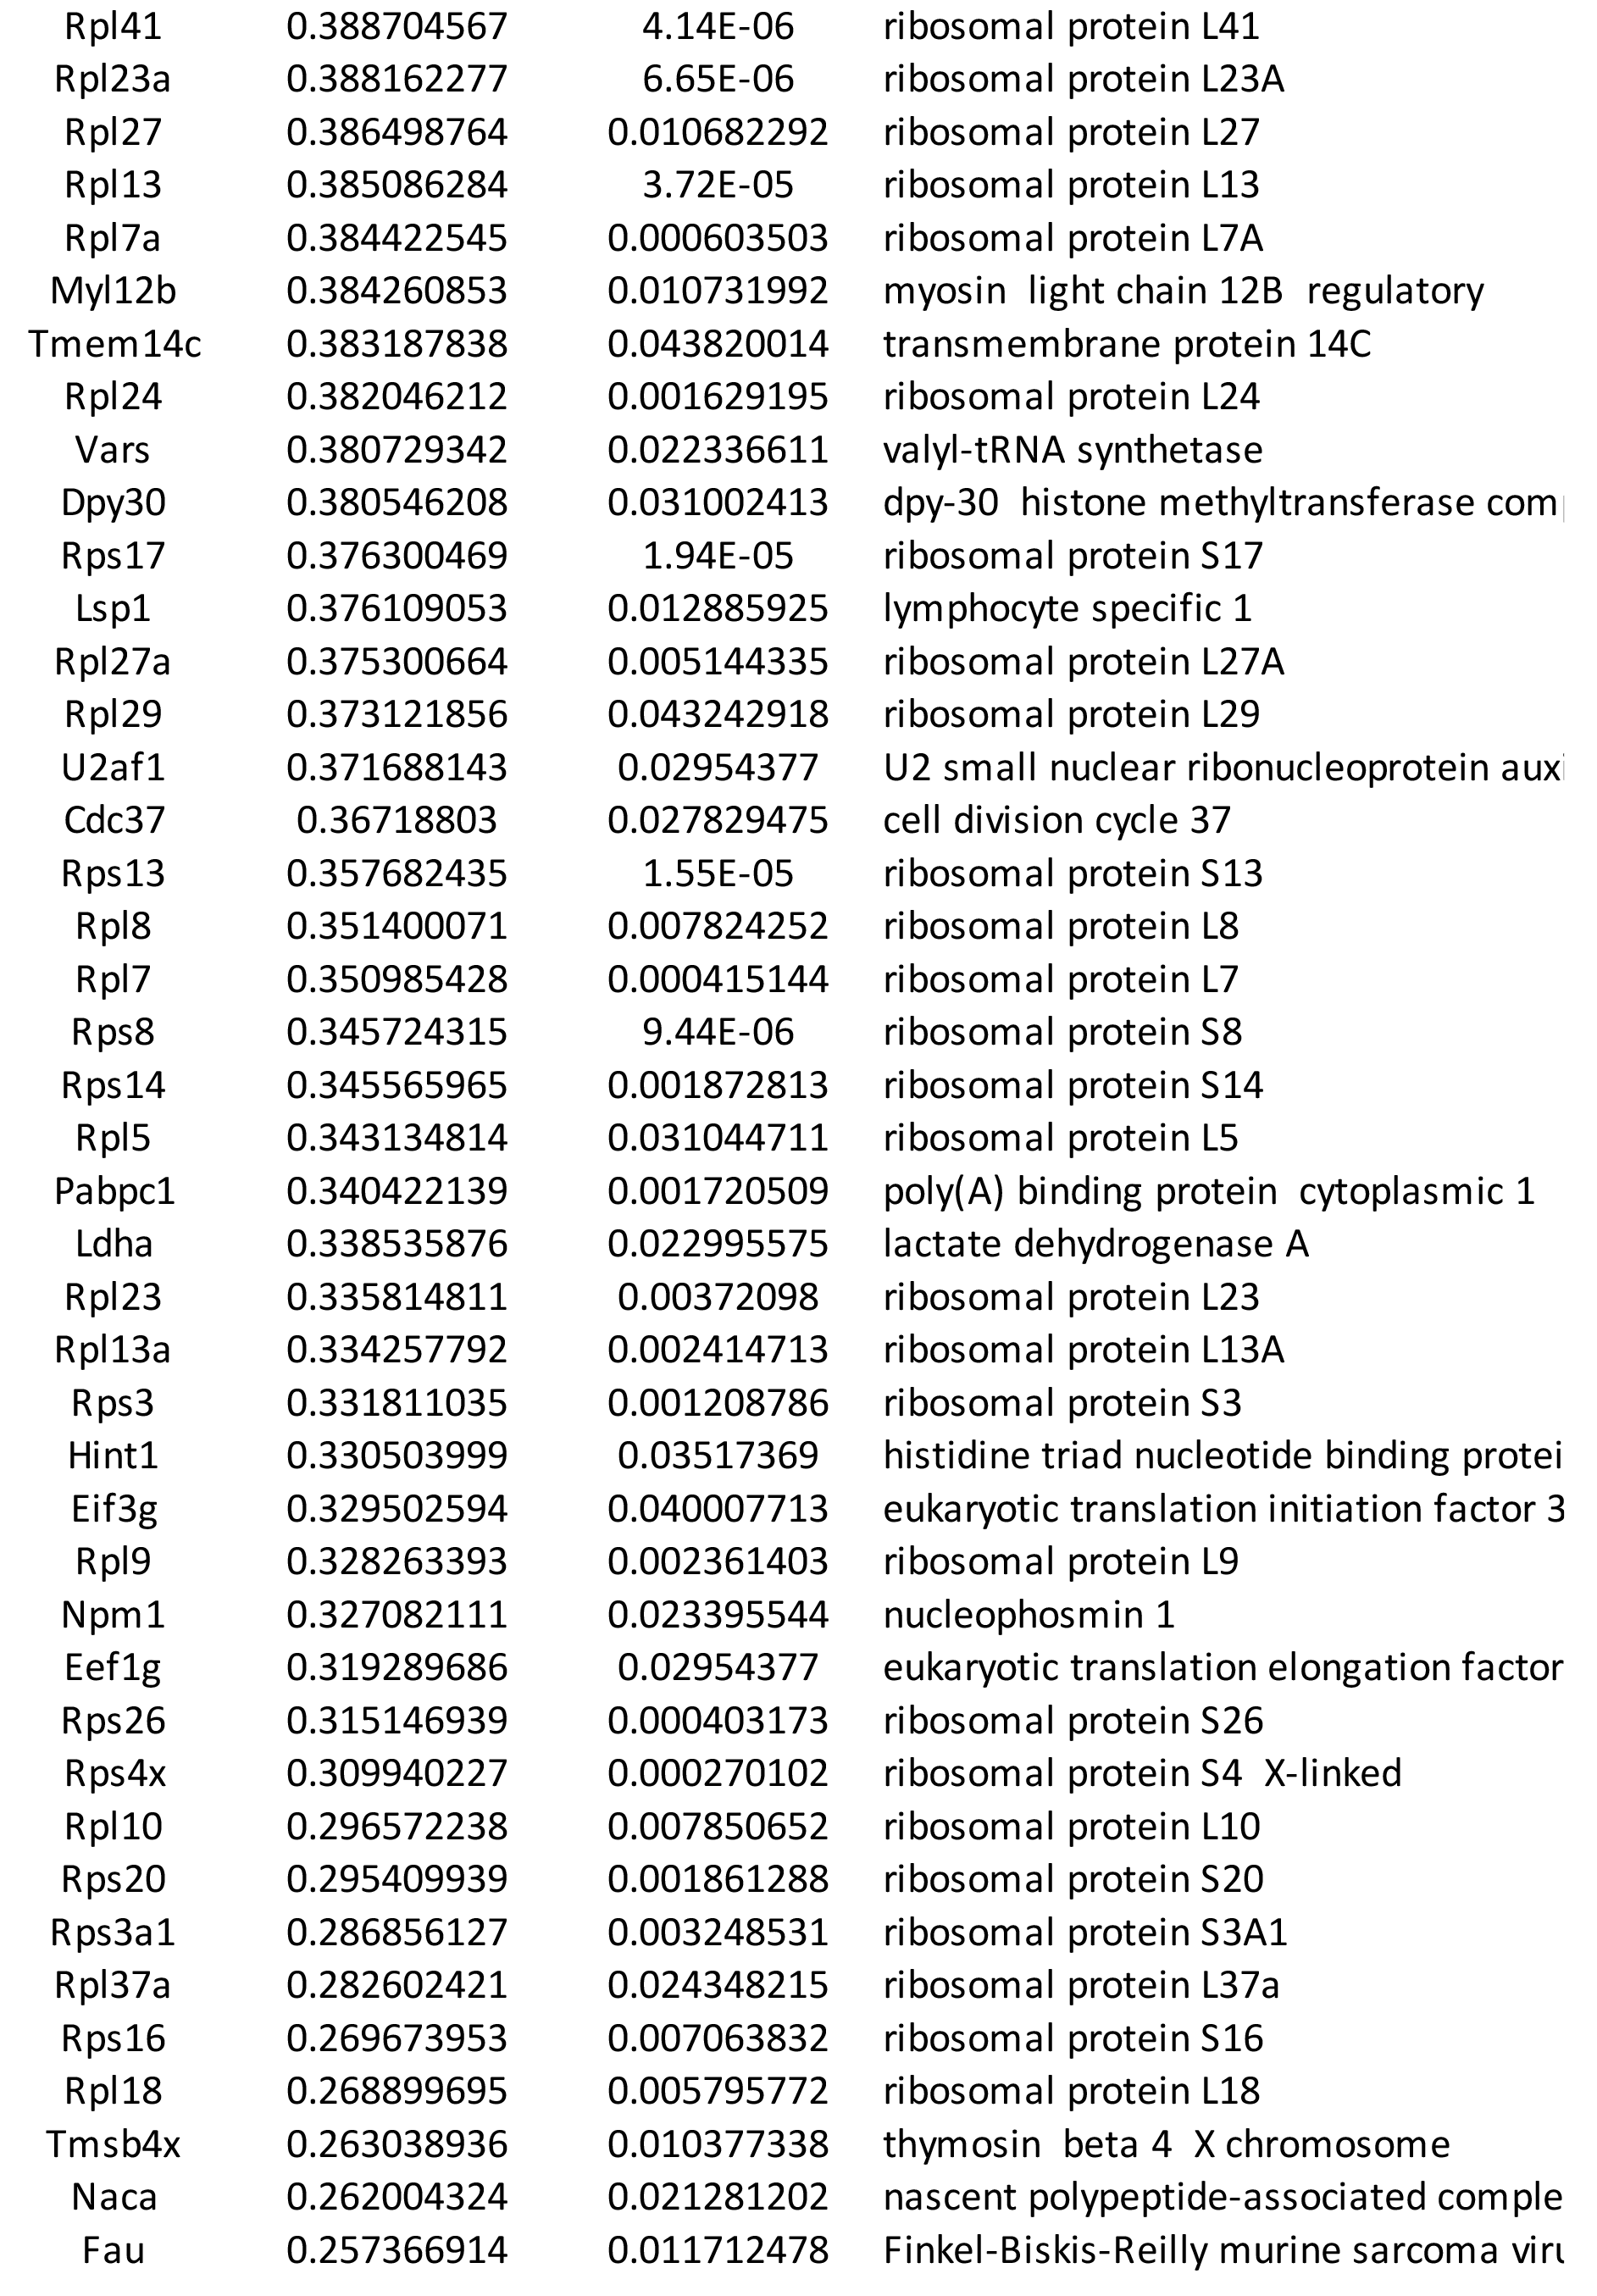

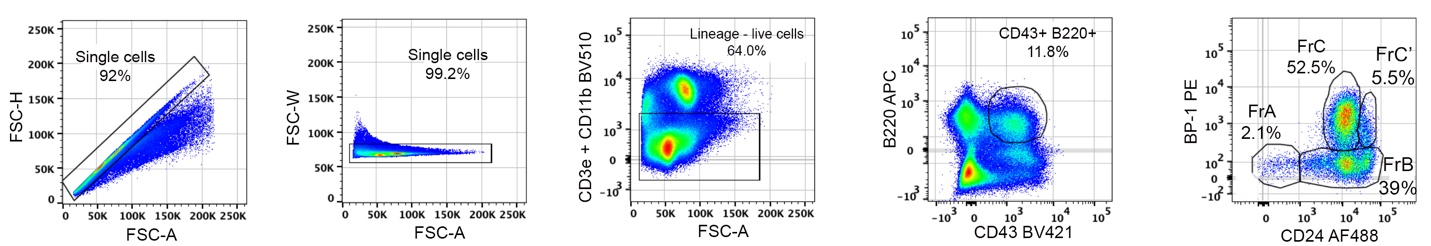

**Supplemental Figure 1:** Preleukemia and Hardy Fraction gating strategy

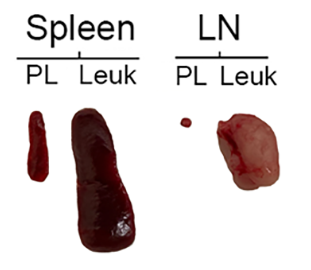

**Supplemental Figure 2**: Leukemic Eμ-Ret mice display enlarged spleen and lymph nodes (LN) compared to age-matched preleukemic (PL) controls.

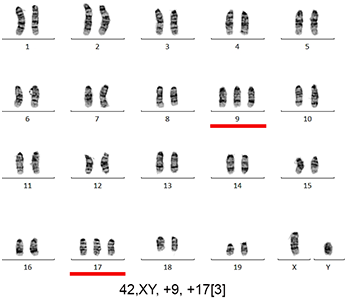
­­­

**Supplemental Figure 3**: Chromosomal trisomy 9 and 17 in primary Eμ-Ret leukemia sample R186-6. (red line indicates trisomy)

**
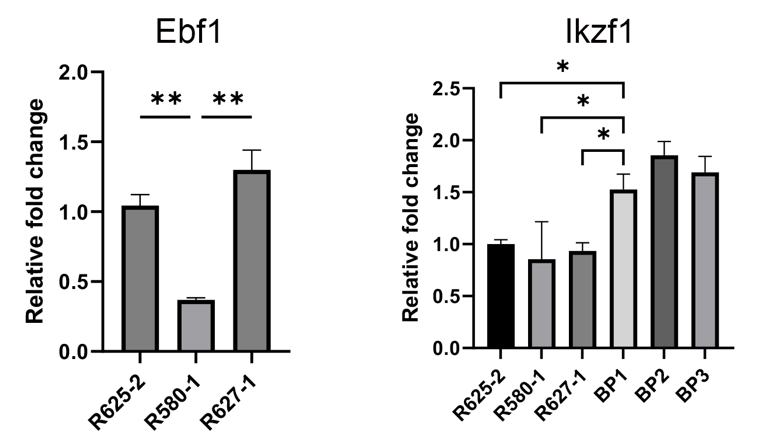
**

**Supplemental Figure 4:** Quantitative PCR analysis of OGM-analyzed leukemia samples. Relative expression of Ebf1 (left panel) and Ikzf1 (right panel) in the 3 leukemia samples and 3 normal BCP cell controls (BP 1-3). (Ordinary One-Way ANOVA followed by post-hoc Fisher’s LSD test, * p<0.05, ** p<0.01. One representative from 3 independent qPCR runs is shown (with a total of 9 technical replicates for each sample). Data normalized to sample R625-2 for both genes. Representative of two independent experiments is shown.

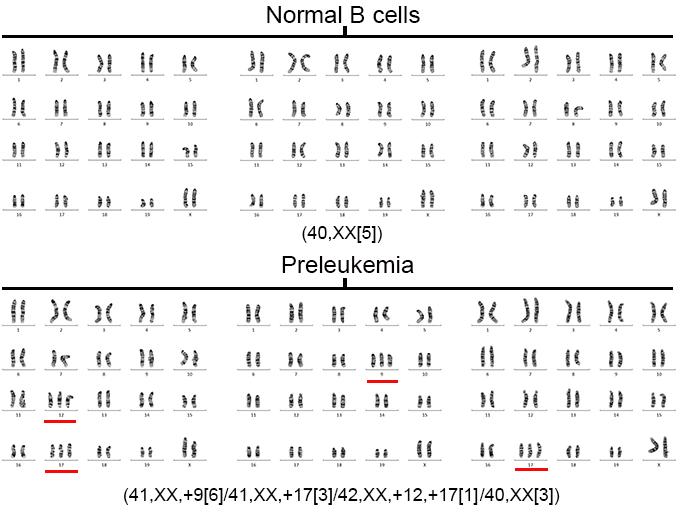

**Supplemental Figure 5: G-Banded karyotyping of cells from preleukemic mouse.** Normal mature B cells (upper panel) and preleukemic BCP cells (lower panel) were purified from the spleen of a preleukemic Eμ-Ret mouse (R224-6) and subject to G-Banding analysis. All mature B cells counted (n=5) showed normal karyotype, while diverse aneuploidy was detected in the preleukemic cell sample. Defined overall karyotypes are shown below each panel.

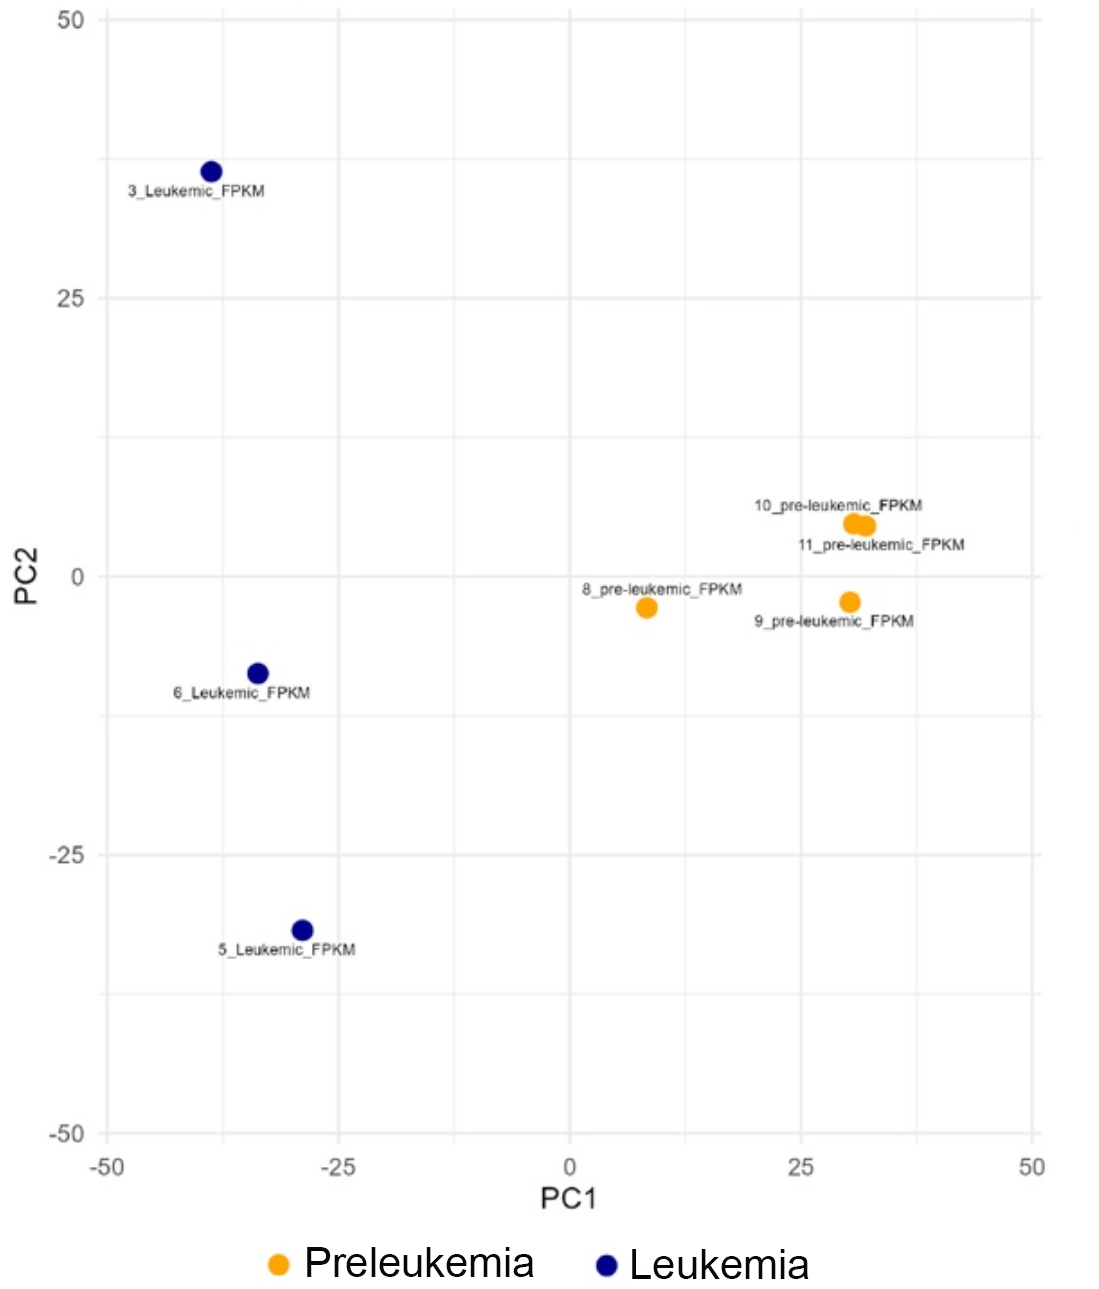

**Supplemental Figure 6:** Principal Component Analysis of RNA-seq data.

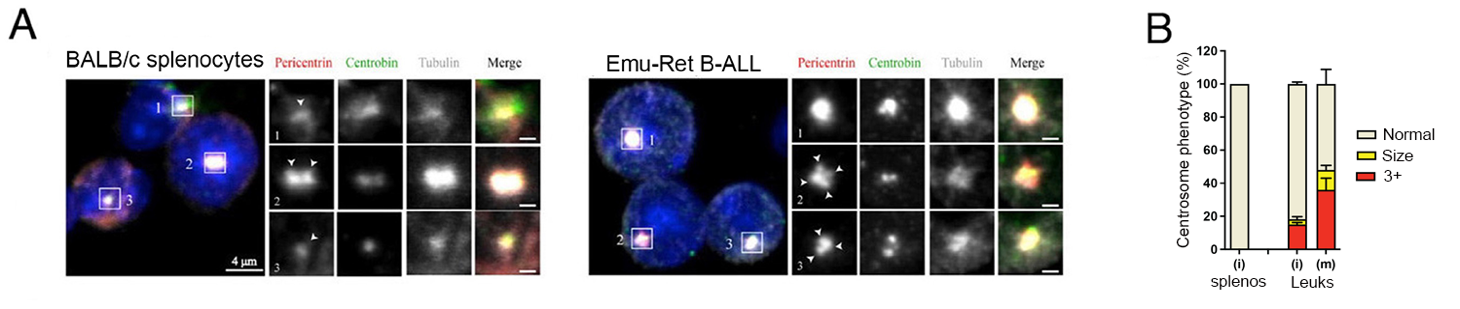

**Supplemental Figure 7: Centrosome amplification in Eμ-Ret leukemia.**

**A**) BALB/c splenocytes (left panel) and aneuploid Eμ-Ret B-ALL cells (right panel) were stained with pericentrin (PCM), centrobin (daughter centriole), β-tubulin (microtubules), and DAPI to enable assessment of centrosomes. All the images are maximum intensity projections of optical sections acquired at 0.5μm intervals through the cell Z-axis. Scale bar = 4μm. The centrosome is highlighted by an arrow in enlarged panel. Scale bar =1μm. **B**) Centrosome abnormalities are detected in interphase and mitotic Eμ-Ret-derived leukemia cells (Leuks) compared to normal splenocyte controls (splenos) from n=2 mice. Centrosome number (red) and size (yellow) were assessed in 20 mitotic (m) and 100 interphase (i) cells. Error bars represent SEM.

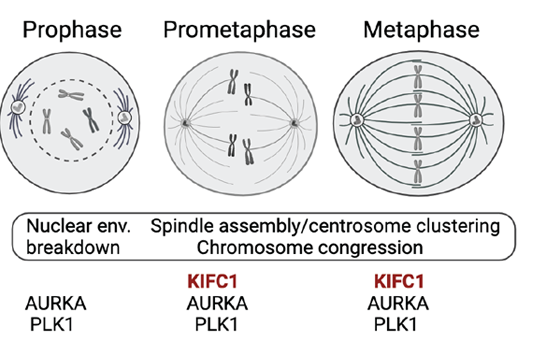
**­­**

**Supplemental Figure 8**: Diagram depicting the mitotic stages of prophase, prometaphase, and metaphase indicating the processes that occur and the selected molecular targets during those stages.

_­­­_

How the deposited data were processed for this re-analysis (not part of the article)

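RNA-seq was performed by the authors on BCP cells of 4 preleukemic and 3 leukemic Eμ-Ret mice, and each sample was mapped to its group and replicate number by its labels and by Supplementary Fig. 6. The authors made 1 FPKM value per gene and sample and deposited 24341 genes, with no value below 0.01. The paper's text names DESeq2 on counts, with a filter on genes with a sum under 10, ashr shrinkage of log2 fold changes, an FDR of 0.05 and rlog values for the principal component analysis, but not the alignment or the counting. FPKM is not a count, so the count model was not used. The filter (a sum over 7 samples of at least 10) and the threshold (0.05) were taken over, with the sum taken over FPKM. The unit, the tests with limma, camera and fry, the tests of distances and chromosomes, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. The exact permutation of list means, the division of chromosomes into blocks and the share of genes higher per chromosome were added after. Of the 24341 genes, 16676 were above 0.01 in at least 1 sample, and the 10541 genes tested held 99.68% of the FPKM total. The table held 27 gene names that a spreadsheet had turned into dates, of which 17 passed the filter and 2 stand for 2 genes each; they were kept as listed and none is named.

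Depth was read from the low values of genes with a single transcript of more than 1500 bases (2243 genes), which step in whole multiples of 1 fragment. The steps were used only to give the depth of each sample, and the counting errors quoted cover counting alone. No sample pair shared more than 1 equal value above the floor, so the 7 samples were treated as separate libraries. Positions are those of the deposited table on GRCm38; where a symbol was found in RefSeq, 99.5% were on the same chromosome.

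Differences between the groups were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), without covariates, and adjusted over all genes tested by the method of Benjamini and Hochberg. A gene was called where the adjusted p was under 0.05. Shrunken fold changes were computed with ashr 2.2.63. Gene lists were tested with camera (preset correlation 0.01), with camera with an estimated correlation, with fry, and by an exact permutation of the list's mean over the 35 ways to label 3 of 7 samples leukemic, whose smallest p is 0.0286. Distances, principal components and chromosome scores were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The score of a chromosome in a sample was the median over its genes with a mean FPKM of at least 5 of the deviation from the preleukemic mean (without the sample itself), less the same median over all genes. For the test between groups, deviations from the mean of all 7 samples were used.

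The 14 gene lists were written by hand for erythropoiesis, macrophages, neutrophils, platelets, T and NK cells, plasma cells, B-cell precursors, hematopoiesis, lymphocyte activation, cell adhesion, innate immunity, mitosis and centrosome, ribosomal proteins and human B-ALL, with Supplementary Table 2 in view. Supplementary Table 2 displays 35 of the 46 erythropoiesis genes, 12 of the 33 macrophage genes, 4 of the 24 neutrophil genes, 2 of the 16 platelet genes, 1 of the 23 T and NK cell genes, 2 of the 12 plasma cell genes, 8 of the 32 B-cell precursor genes, 13 of the 40 hematopoiesis genes, 5 of the 45 lymphocyte activation genes, 6 of the 39 cell adhesion genes, 14 of the 45 innate immunity genes, 2 of the 35 mitosis genes, 56 of the 82 ribosomal protein genes and 10 of the 62 human B-ALL genes. Genes shared with another list number 19 for hematopoiesis, 18 for human B-ALL, 14 each for B-cell precursors and lymphocyte activation, 7 for macrophages, 6 each for erythropoiesis and innate immunity, 5 each for cell adhesion and platelets, 4 for T and NK cells, 3 for neutrophils and 1 for plasma cells. The copy of Supplementary Table 2 used here displays 301 genes and was used only to count these and to read single values.

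Genes were named by a rule. Named are the genes the paper names for the RNA-seq comparison, the genes it studies by other assays (Ikzf1, Kifc1, Aurka, Plk1, Il7r and Ret), at most 3 genes per list with the highest mean FPKM, and the 5 largest rises and 5 largest falls among genes called with no overlap between the groups. Of the genes this rule names, 3 are not reported here or compared singly under the alternatives, though they stay in the counts of genes and lists. The fit was tested on simulated data for the 10541 genes with 200 genes changed. At a log2 change of 1 it recovered 149 (74.5%) with 10 false calls, at a log2 change of 2 it recovered 190 with 5 false calls, and with no gene changed it made 0 calls. The simulated noise was independent between genes and had the same spread in both groups. In the real data the leukemic samples were farther apart than the preleukemic ones. These counts therefore do not give the error rate of the real fit. A chromosome shift of 0.3 given to simulated chromosome 4 was recovered as 0.291, over 8777 genes.

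Alternatives tried were a pseudocount of 0.1, no filter on low values, a filter on an FPKM sum of at least 70, median-of-ratios scaling, quantile normalization, array weights, no intensity trend, a test against a 1.5-fold change, the replicate number as a block, ashr shrinkage, the log2 ratio of mean FPKM after median-of-ratios scaling, and each sample left out in turn. For distances they were also 1 minus Spearman correlation and all genes in the principal components, and for chromosomes a mean FPKM of at least 1 or at least 20. An alternative set for a table of counts was not run, as the table holds FPKM. Immunoglobulin and T-cell receptor segment genes were not analysed here, and neither were the other assays of the paper.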

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

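The tests on preleukemic replicates 1 and 3, the test of ribosomal protein genes by chromosome, the shares of genes higher per chromosome and the exact permutations of list means were chosen after the results were seen, while the other tests were set before, with their cutoffs and blocks chosen after.

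Among 94 results examined for a preleukemic sample far from the other 3 (a gap to the nearest sample beyond what Dixon's test allows at 0.05), 11 had such a sample, against 4.7 by chance. In 6 of the 11 it was preleukemic replicate 1, always high and always in red cell genes. The gap was 0.943 of the range for the mean of the erythropoiesis list, 0.894 for Hbb-b1, 0.881 for Aqp1, 0.871 for Hba-a1, 0.857 for Slc4a1 and 0.849 for Hbb-bt. In this sample 43 of the 44 erythropoiesis genes were highest among the 4 preleukemic samples, where chance gives 25%. A swapped label is argued against by the genes called without this sample outside the erythropoiesis list, of which 85.3% (760 of 891) lay nearer to the preleukemic mean in it. RNA from red cell precursors carried into this sample is a candidate explanation, and the list's share of the FPKM total was 0.747% in it against 0.143% to 0.157% in the other 3. A difference between the mice stays open and was not tested.

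The other samples far from their group were preleukemic replicate 2, high for Cdkn2a (0.898) and Il7r (0.913), preleukemic replicate 4, high for Ikzf1 (0.927), and preleukemic replicate 3, low for chromosome 5 (0.846). These 4 results are no more than the 4.7 that chance gives, and no explanation was tested for them. The chromosome 5 score of replicate 3 was -0.00983, small beside the shifts described next.

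Preleukemic replicate 3 was also far from its group in the score of chromosome 14 (0.898 of the range). Its score there was 0.17 on the log2 scale, and it also had the highest preleukemic scores of chromosomes 9 (0.12) and 17 (0.13). Each of these 3 chromosomes was divided into 5 blocks of neighboring genes. The sample was highest among the 4 preleukemic samples in all 15 blocks, with scores from 0.10 to 0.19. As it already scored highest on each whole chromosome, this count is no test against chance. The blocks show that the rise ran along each chromosome and was not confined to 1 part of it. On the 17 other chromosomes the sample was highest in 3 of 85 blocks, and its largest block score was 0.04. In this sample at least 80.4% of the genes of chromosomes 9, 14 and 17 were higher than the mean of the other 3, relative to the median gene, against 40.7% to 57.6% on the other chromosomes. Cells without gains bring RNA from genes of every chromosome, so these shares argue against RNA from such cells as the whole cause. Extra copies of chromosomes 9, 14 and 17 in part of the cells may explain the shift. The paper reports combinations of trisomy of these 3 chromosomes among karyotyped preleukemic cells (Table 1), and no copy number of this sample was examined here.

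Expression over chromosome 17 was higher in leukemic samples by 0.38 on the log2 scale, over 494 genes. The scores were 0.37, 0.37 and 0.40 in leukemic replicates 1 to 3 and -0.06, -0.03, 0.13 and -0.04 in preleukemic replicates 1 to 4. An exact permutation test, two-sided, gave p = 0.0286, the smallest that 35 labelings allow. Adjusted over 20 chromosomes it was 0.0571, which does not pass 0.05. Other chromosomes with small falls had the same p and adjusted p, among them 5 (-0.023) and 16 (-0.0534). The p is therefore not specific to chromosome 17. What sets this chromosome apart is the size of its difference, ahead of chromosome 9 with 0.235. The paper reports gains of this chromosome from karyotypes and arrays but does not examine expression by chromosome. In 5 blocks along the chromosome the difference lay between 0.325 and 0.41, with no overlap between the groups in any block. It was 0.32 over the less expressed and 0.42 over the more expressed genes. Of the chromosome's genes 87.2% were higher in leukemic samples, against 41.9% to 55.7% on chromosomes other than 9 and 17, which argues against RNA from cells without gains as its whole source. Leaving out the erythropoiesis, macrophage, neutrophil and ribosomal protein lists, a test set before, removed only 9 of the 494 genes and so decides nothing. An extra copy of the chromosome in most leukemic cells is consistent with these values, as 3 copies against 2 would give 0.58 in full and the scores stay below it. Copy number was not examined here.

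Ribosomal protein genes rose, with a median log2 fold change of 0.413 and 77 of 81 genes with no overlap between the groups (5.71% by chance; exact permutation of the list's mean, two-sided, p = 0.0286). The exception to the rise, named after its value was seen, was Rps4l, which fell by 2.42 on the log2 scale. The genes took 17.7% to 19.4% of the FPKM total in leukemic and 15% to 15.7% in preleukemic samples. The paper does not discuss these genes, although Supplementary Table 2 displays 56 of them. In 10000 lists of other genes matched on mean FPKM, the median log2 fold change reached at most 0.247. Matching on transcript length as well gave at most 0.25. The lists were drawn from genes other than the ribosomal protein genes. How close the matches came at the highest FPKM is not given. These lists therefore do not exclude a bias by expression level. The gain over chromosome 17 does not explain the rise, since the 75 ribosomal protein genes on other chromosomes had a median of 0.405. The 6 on chromosome 17 had 0.895. The rise is sensitive to scaling, because with quantile normalization the median was 0.14 and 14 of the 81 genes were not higher. Rplp1 was higher by 0.73 and Rps15 by 0.40 as deposited, and Rps15 was lower with quantile normalization (-0.075). Part of the rise may therefore belong to the scaling of the FPKM values. A growth difference between the groups was not tested.

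Neutrophil genes, which the paper does not discuss, rose with a median log2 fold change of 1.75 over 17 genes, of which 14 had no overlap between the groups (exact permutation of the list's mean, two-sided, p = 0.0571). Of the 17 genes 8 were called. S100a8 had 737 ± 107 FPKM (SD, n = 3) in leukemic and 202 ± 143 (SD, n = 4) in preleukemic samples and was called (limma adjusted p = 0.041). S100a9, with 563 ± 48.2 and 163.1 ± 122, and Ngp, with 125 ± 9.66 and 41.0 ± 29.5, were not called (limma adjusted p = 0.0527 and 0.0608). The preleukemic samples differ widely in these genes, with list scores from -0.84 to 0.98. A lower share of B-lineage cells in the leukemic samples would lower all B-cell precursor genes alike. Of the 31, 11 lay more than 2 standard errors from the list's median, where 5% would be usual. This argues against a lower share as the sole source of the changes in those genes. It does not bear on the neutrophil genes. The medians were 3.55 for erythropoiesis, 1.87 for macrophages, 1.75 for neutrophils, 0.41 for T and NK cells and 0.22 for plasma cells. Other cells can enter a sample in unequal shares, so these medians do not decide whether a lower share of B-lineage cells plays a part. RNA from neutrophils or their precursors stays open, as does expression of these genes by leukemic cells; neither was tested.

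The falls of Myl10 (-3.74) and Tmem98 (-2.92) are the largest among genes that the paper neither names nor displays. Myl10 had 0.209, 0.965 and 0.766 FPKM in leukemic and 9.14, 40.9, 37.1 and 12.3 FPKM in preleukemic samples. Tmem98 had 0.163, 2.32 and 0.207 against 11.4, 11.6, 13.9 and 9.92 FPKM. No explanation was tested for them.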

How the results depend on the processing

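The alternatives were those planned at the start. Where a value changed, the cause was not tested unless stated.

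The number of genes called (1553, with 893 higher and 660 lower) stayed within 1298 and 1711 under pseudocount 0.1, no filter on low values, median-of-ratios scaling, quantile normalization, array weights and no intensity trend. Of the 1553 genes, 1154 to 1530 were called under each of those settings too. With quantile normalization 45.4% of the calls were higher, against 57.5% as deposited. A filter on an FPKM sum of at least 70 gave 951 calls (548 higher, 403 lower) among 7069 genes, and fewer genes were tested there. A test against a 1.5-fold change gave 38 (32 higher, 6 lower), as its construction demands larger changes. Without leukemic replicates 1, 2 and 3 there were 1366, 1620 and 1402 calls, of which 1067, 1126 and 1007 were among the 1553. Without preleukemic replicates 1, 2, 3 and 4 there were 932, 443, 271 and 149, of which 903, 427, 270 and 147 were among the 1553. Higher calls ranged from 107 to 870 and lower calls from 42 to 750 across these 7 fits. Fewer samples were used in them. The low count without preleukemic replicate 4 still had 2648 genes at an unadjusted p under 0.05, against 3586 with all 7 samples.

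The labels number the samples of each group, and the numbers did not pair them. The correlation of the deviations of same-numbered samples was 0.03, 0.05 and -0.09. With the replicate number as a block there were 0 calls (0 higher and 0 lower, 2429 at an unadjusted p under 0.05), 0 of the 13 genes named by the paper, and 0 genes of the human B-ALL list (8 adjusted over the list alone). The block changed no call of the gene lists for erythropoiesis, innate immunity, lymphocyte activation, cell adhesion or hematopoiesis.

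Of the 13 genes named by the paper, 9 were called. With pseudocount 0.1, no filter on low values, an FPKM sum of at least 70, median-of-ratios scaling, quantile normalization, array weights or ashr shrinkage the count was 8 to 13, and without each sample in turn it was 3 to 12. Without preleukemic replicates 2, 3 and 4 it was 4, 3 and 3. The human B-ALL list (14 called) gave 14 to 17 under the same settings except ashr shrinkage, which was not run for it, and an FPKM sum of at least 70 (9, with fewer genes tested). Without each sample in turn it gave 3 to 19. The test against a 1.5-fold change and the fit without an intensity trend were run for the number of genes called only. Without preleukemic replicates 2, 3 and 4 it gave 5, 3 and 3. Adjusted over the list alone (20), the count without a sample ranged from 13 to 27.

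With the correlation between genes estimated per list, camera passed 0 lists in place of 10. Adjusted p was then 0.276 for erythropoiesis and innate immunity and 0.481 for lymphocyte activation; with fry it was 0.082 for lymphocyte activation. With an FPKM sum of at least 70 camera's direction changed from higher to lower for gene list cell_adhesion (adjusted p = 0.359) and gene list hematopoiesis (adjusted p = 0.399), and neither passed. Cell adhesion passed without leukemic replicate 1, with an adjusted p from 0.0443 to 0.648 without each sample in turn. The platelet list could not be tested at an FPKM sum of at least 70.

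The difference in distance between leukemic and preleukemic pairs (26.2) kept its direction but did not pass 0.05 with 1 minus Spearman correlation (0.0484, exact permutation p = 0.0571) or an FPKM sum of at least 70 (15.1, exact permutation p = 0.0857). Without each sample in turn it was 18.3 to 35.2. On the plane of 2 principal components the difference (21.2) passed with quantile normalization (23.1) and without the erythropoiesis, macrophage and neutrophil lists (25.2), both with an exact permutation p of 0.0286. It did not pass with principal components of all genes (37.7), pseudocount 0.1 (23.0) or an FPKM sum of at least 70 (18.7), each with an exact permutation p of 0.114, or with median-of-ratios scaling (21.1, exact permutation p = 0.0857). Without each sample in turn it was 18.6 to 39.9, the largest without leukemic replicate 3. The chromosome expression shift of chromosome 17 was 0.372 to 0.396 under 5 alternatives and 0.362 to 0.415 without each sample in turn.

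Among the single genes, quantile normalization reversed Rps15 (-0.075). Ikzf1 was -0.0011 with array weights and ranged from -0.13 (without leukemic replicate 1) to 0.32 without each sample in turn. The same range was -0.014 (without leukemic replicate 1) to 0.47 for Top2a, -0.14 to 0.094 (without leukemic replicate 2) for Lyl1 and -0.15 (without leukemic replicate 3) to 1.87 for Cd2. None of these genes except Rps15 was called as deposited. Over 903 comparisons of a gene with an alternative, 714 kept direction and call, 139 lost the call, 37 gained it, 7 moved and 6 changed direction. For the remaining lists 130 of 142 were kept, 9 lost and 3 gained, and for the remaining chromosomes 210 of 228 were kept, 7 lost, 7 gained and 4 moved.

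Depth limits the genes with low values. In the sample with the lowest depth a transcript with an effective length of 1500 bases at 1 FPKM holds 20.5 fragments, so that differences among genes near or under 1 FPKM are within counting error of 22.1% per sample or more.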

Differences from the paper's values

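The paper's log2 fold changes were read by eye from the picture of Supplementary Table 2 for 22 genes. All 22 had the same sign here, and 20 had a larger change here. The paper's methods name counts and ashr shrinkage, but Supplementary Fig. 6 labels the samples as FPKM, so whether its values rest on counts or on FPKM is uncertain. The values computed here are unshrunken on the log2(FPKM + 1) scale unless stated. For 13 genes the values differed by more than the spread between replicates.

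For Adgrf1 the paper's value was about -1.7 in Supplementary Table 2A, read by eye, and -2.71 here. For Blk it was about -1.3 in Supplementary Table 2A, read by eye, and -2.58 here, and for Ebf1 about -0.54 in Supplementary Table 2A, read by eye, and -0.70 here. For Slc4a1 it was about 1.2 in Supplementary Table 2B, read by eye, and 5.29 here. None of the alternatives set before the data were examined closed these 4 gaps.

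For Cdkn2a the paper's value was about -1.2 in Supplementary Table 2A, read by eye, and -1.95 here; it was within the spread with ashr shrinkage (-1.77) and without leukemic replicate 2 (-1.83), leukemic replicate 3 (-1.69) or preleukemic replicate 2 (-1.65). For Bst1 it was about -0.87 in Supplementary Table 2A, read by eye, and -2.47 here; it was within the spread with ashr shrinkage (-1.63), the log2 ratio of mean FPKM (-1.92) and without leukemic replicate 1 (-1.56). For Nedd9 it was about -0.70 in Supplementary Table 2A, read by eye, and -0.81 here, within the spread only without leukemic replicate 1 (-0.77). For Pax5 it was about -0.58 in Supplementary Table 2A, read by eye, and -0.78 here, within the spread with ashr shrinkage (-0.71) and without leukemic replicate 2 (-0.68) or preleukemic replicate 2 (-0.75). For Slamf7 it was about -0.48 in Supplementary Table 2A, read by eye, and -1.19 here, within the spread with ashr shrinkage (-0.86) and without leukemic replicate 1 (-0.75).

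For Aqp1 the paper's value was about 2.7 in Supplementary Table 2B, read by eye, and 4.93 here, within the spread with ashr shrinkage (3.66). For Hbb-b1 it was about 2.7 in Supplementary Table 2B, read by eye, and 4.86 here, within the spread with ashr shrinkage (3.40) and quantile normalization (4.20). For Hba-a1 it was about 2.4 in Supplementary Table 2B, read by eye, and 4.92 here, within the spread with ashr shrinkage (3.40). For Mki67 it was about 0.47 in Supplementary Table 2B, read by eye, and 0.74 here. It was within the spread with ashr shrinkage (0.59), array weights (0.64), quantile normalization (0.65), and without leukemic replicate 1 (0.69), leukemic replicate 2 (0.68) or preleukemic replicate 2 (0.60). The other alternatives set before the data were examined did not close these gaps.

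The paper names Bst1, Cd79a and Vpreb3 among the Pax5 target genes that were lower. They were lower here in all 3 leukemic samples, but limma's adjusted p was 0.0562, 0.0567 and 0.0555. Quantile normalization and ashr called all 3. Array weights called Bst1 and Vpreb3. Without leukemic replicate 1 Bst1 was called, and without leukemic replicate 2 Bst1 and Vpreb3 were called.

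The paper shows hematopoiesis and cell adhesion enriched among genes that rose (Fig. 4B). With the lists used here, camera gave adjusted p of 0.323 and 0.164. Cell adhesion passed without leukemic replicate 1 (0.0443), and both lists passed in the exact permutation of the list's mean (0.0444), a test added after the values were seen. The gene sets here are not those of the paper. Calcium signaling, which the paper shows among genes that fell, had no list and was not analysed here. The paper states from its principal component analysis that preleukemic samples were more alike. On the plane of 2 principal components this difference did not pass 0.05 here (exact permutation p = 0.0857), and it passed with quantile normalization and without the erythropoiesis, macrophage and neutrophil lists, but not with principal components of all genes (37.7, exact permutation p = 0.114), pseudocount 0.1, an FPKM sum of at least 70 or median-of-ratios scaling.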

Other observations

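The tests on the counts over other labelings for gene lists, the human B-ALL list and the 13 named genes were chosen after the results were seen, as were those on depth, on chromosomes 14 and 15 in leukemic replicate 3, on Snora64 and on the distances. The other tests in this part were set before.

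The number of genes called was compared with the other ways to label 3 of the 7 samples leukemic. Of the 35 labelings, 1, the true one, gave as many as 1553 genes, and the largest count of the others was 39. For the 14 genes of the human B-ALL list and for 9 of the 13 genes named by the paper it was also 1 of 35 labelings each, with 0 genes in every other labeling. This decides nothing for them, because the 13 genes were named from these same samples and the list was written with the paper's calls in view. The gene lists differ. In 7 of the 35 labelings, the true one included, 10 or more lists passed with camera at its preset correlation, and the median of the other labelings was 7. The count of lists with camera is therefore not evidence of a difference between the groups by itself. A difference in depth between the groups (13.7 to 14.8 M against 15.3 to 16.1 M fragments) is argued against as the source of the calls. Among genes with a mean FPKM of at least 10, where a fragment more or less matters little, 14.1% were called, against 16% below 10.

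Erythropoiesis genes rose together in the leukemic samples. In 42 of the 44 genes leukemic replicate 2 was above 3 and 3 above 1, an order that chance gives for 16.7% of genes. That samples would rank alike was set before, but the order itself was read from the data, and genes of 1 cell type are not independent. The list's share of the FPKM total was 1.32%, 5.41% and 2.89% in leukemic replicates 1 to 3. RNA from red cell precursors in the leukemic samples is a candidate explanation, from the 42 genes that rank alike. A direct effect of the leukemia on blood formation in the spleen would bring the same cells and stays open.

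Scores of the other chromosomes that the paper reports as gained differed between leukemic samples. Chromosome 9 scored 0.33, 0.28 and 0.10 in leukemic replicates 1 to 3. Chromosome 15 scored 0.20 in leukemic replicate 3 and -0.02 and -0.01 in replicates 1 and 2. Chromosome 14 scored 0.15 in leukemic replicate 3 and -0.09 and -0.10 in replicates 1 and 2. Chromosome 12 scored between -0.07 and -0.01. In 10 blocks of chromosomes 14 and 15, leukemic replicate 3 was highest among the leukemic samples in 10, with scores from 0.08 to 0.27. This sample already scored highest on both whole chromosomes, so the count is no test against chance. The sample's largest block score on chromosomes other than 9, 14, 15 and 17 was 0.12. Extra copies of chromosomes 14 and 15 in part of this sample's cells may explain the scores in all 10 blocks. By expression, the 3 leukemic samples would then differ in which chromosomes were gained beside chromosome 17, a hypothesis that copy number data of the same samples could test.

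Genes of chromosome 17 made up 22.3% of all genes called higher and 5.62% of genes tested. Of its 592 genes tested, 199 (33.6%) were called higher and 3 lower, against 6.98% called higher on all other chromosomes. On chromosome 9, 78 of 596 (13.1%) were called higher and 7 lower.

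The leukemic samples were farther apart than the preleukemic samples. Without the genes of chromosomes 9, 14, 15 and 17 the difference of the mean distances was 23.55 over 8593 genes (exact permutation, one-sided, p = 0.0286), so the genes on gained chromosomes are unlikely to be its whole source. Without the erythropoiesis, macrophage and neutrophil lists it was 27.37. Those lists hold few of the genes that such cells express, so this decides nothing, and RNA from other cells stays open.

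The rise of Snora64 may be an artifact of how FPKM was estimated for short RNAs inside other genes. Of 109 small nucleolar RNA genes in the table, 22 reached 10 FPKM in a sample, and 21 of these were at the floor in another sample of the same group. Snora64 was the 1 gene of the 22 parted by group.

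Genes that the paper studies by other assays were examined in the RNA-seq data. Kifc1, whose protein the paper reports as more abundant in leukemic samples, had 25.8 ± 7.86 FPKM (SD, n = 3) in leukemic and 13.6 ± 2.83 (SD, n = 4) in preleukemic samples (log2 fold change 0.86, standard error 0.23, limma adjusted p = 0.0489). It lies on chromosome 17 (33875666 to 33890633). The call is not firm, since Kifc1 was lost without leukemic replicate 1 or 2 and without each preleukemic replicate in turn (limma adjusted p up to 0.132), and with array weights or no filter on low values. The drug targets Aurka (log2 fold change 0.59, limma adjusted p = 0.122) and Plk1 (0.48, 0.26) were not called. Il7r was lower in all 3 leukemic samples (log2 fold change -0.51) but not called (limma adjusted p = 0.0628). Ret (-0.64, limma adjusted p = 0.145) and Ikzf1 (0.14, limma adjusted p = 0.646) were not called. The table gives 1 value for Ret, with 4.53 ± 2.12 FPKM in leukemic and 7.25 ± 1.21 in preleukemic samples, and does not part the transgene from the mouse gene.

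Jchain, in the plasma cell list, rose from 20.5 ± 1.49 FPKM (SD, n = 4) to 112 ± 30.8 (SD, n = 3), a log2 fold change of 2.37 (limma adjusted p = 0.00426), while the other genes of that list with high FPKM, Irf4 (-0.31) and Slamf7 (-1.19), were lower. In the T and NK cell list, Ccl5 rose by 2.55 on the log2 scale (limma adjusted p = 0.0365), with 85.5 FPKM in leukemic replicate 2 against 9.77 and 19.6 in replicates 1 and 3; Gzma (1.82) and Cd2 (0.77) were not called.

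Sex-linked genes, chosen after their values were seen, split the samples across the groups. The Y-linked gene Ddx3y had 24.9 and 26.1 FPKM in leukemic replicates 1 and 3 and 28.6 in preleukemic replicate 4, and at most 0.0325 in the other 4 samples. Xist had 82.8 FPKM in leukemic replicate 2 and 82.1, 92.3 and 85.7 in preleukemic replicates 1 to 3, and at most 0.0385 in the other 3. The paper states that mice of both sexes were used. Each group holds both kinds of sample, in unequal shares, so sex and disease state are confounded in part, and no term for sex was fitted.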
